# Effects of the Plant Growth-Promoting Bacterium *Burkholderia* *phytofirmans* PsJN throughout the Life Cycle of *Arabidopsis thaliana*

**DOI:** 10.1371/journal.pone.0069435

**Published:** 2013-07-15

**Authors:** María Josefina Poupin, Tania Timmermann, Andrea Vega, Ana Zuñiga, Bernardo González

## Abstract

Plant growth-promoting rhizobacteria (PGPR) induce positive effects in plants, such as increased growth or reduced stress susceptibility. The mechanisms behind PGPR/plant interaction are poorly understood, as most studies have described short-term responses on plants and only a few studies have analyzed plant molecular responses under PGPR colonization. Here, we studied the effects of the PGPR bacterial model *Burkholderia* *phytofirmans* PsJN on the whole life cycle of *Arabidopsis thaliana* plants. We reported that at different plant developmental points, strain PsJN can be found in the rhizosphere and also colonizing their internal tissues. In early ontogeny, strain PsJN increased several growth parameters and accelerated growth rate of the plants. Also, an Arabidopsis transcriptome analysis revealed that 408 genes showed differential expression in PsJN-inoculated plants; some of these genes are involved in stress response and hormone pathways. Specifically, genes implicated in auxin and gibberellin pathways were induced. Quantitative transcriptional analyses of selected genes in different developmental stages revealed that the beginning of these changes could be evidenced early in development, especially among the down-regulated genes. The inoculation with heat-killed bacteria provoked a more severe transcriptional response in plants, but was not able to induce plant growth-promotion. Later in ontogeny, the growth rates of inoculated plants decreased with respect to the non-inoculated group and, interestingly, the inoculation accelerated the flowering time and the appearance of senescence signs in plants; these modifications correlate with the early up-regulation of flowering control genes. Then, we show that a single inoculation with a PGPR could affect the whole life cycle of a plant, accelerating its growth rate and shortening its vegetative period, both effects relevant for most crops. Thus, these findings provide novel and interesting aspects of these relevant biological interactions.

## Introduction

In the rhizosphere, plants and microorganisms are permanently interacting in a continuum ranging from deleterious (pathogens) to beneficial (symbionts) [1]. Extensive communication occurs between both parties during different stages of plant development, where signaling molecules from both actors play an important role. The final outcome of these relationships depends on the established molecular dialogue [2]. Among the beneficial interactions are those with plant growth-promoting rhizobacteria (PGPR) which colonize the rhizosphere or internal tissues of many plant species, inducing positive effects such as increased plant growth, reduced susceptibility to diseases (caused by fungi, bacteria, viruses and nematodes) and improved tolerance to abiotic stresses [1,3-6]. Different mechanisms of rhizobacterial growth promotion have been proposed. For instance, the ability to fix atmospheric nitrogen [7]; solubilization of inorganic nutrients that are rate-limiting for plant growth [8]; stimulation of nutrient delivery and uptake by plant roots; and the modulation of plant regulatory mechanisms through the production of hormones such as auxin, gibberellins and cytokinins [9-12], the reduction of plant ethylene levels [13-15] or the production of other compounds that influence plant development [16-18].

Although some studies report the effect of PGPR in the field [19,20], most of the studies using PGPR describe the effects of these bacteria in seedlings or in short-term periods [e.g. 21,22-24]. As PGPR could modulate plant regulatory mechanisms, an interesting question to be addressed is if these bacteria could also affect middle or late ontogenetic stages in plants. To our knowledge, only one study has reported long-term effects of a PGPR in Arabidopsis, assessing the effects of volatile organic compounds emitted by *B. subtilis* GB03 during the complete life cycle of plants [25].

Also, the mechanisms underlying PGPR-plant interactions, the genetic basis and signal transduction components that are involved in the growth promoting effects of PGPR in plants are scarcely understood. Unfortunately, only a few studies have reported transcriptional global changes in plants under PGPR colonization. Most of these studies have been focused on Induced Systemic Resistance (ISR) response to pathogens in *Arabidopsis thaliana* under PGPR colonization and report the effects of γ-proteobacteria such as *Pseudomonas* sp. [26-29]; gram positive bacteria such as *B. subtilis* [11], and even the photosynthetic α-proteobacteria *Bradyrhizobium* strain ORS278 [30]. Also, some recent efforts have been made to elucidate the transcriptional responses to PGPR of plants different from Arabidopsis [31]. These studies have revealed that transcriptional responses are highly dependent on the bacterial partner [1].

Some of the more diverse and environmentally adaptable plant-associated bacteria are β-proteobacteria belonging to the genus *Burkholderia* [32,33]. Bacteria of this genus can establish a wide range of relationships with plants. *Burkholderia* spp. can be free-living in the rhizosphere as well as epiphytic and endophytic, including obligate endosymbionts and phytopathogens [32,33]. *Burkholderia* *phytofirmans* PsJN is a PGPR able to produce positive effects in horticultural crops, such as tomato, potato and grape [34-39]. It has been reported that this bacterium stimulates growth of inoculated plants and induces physiological changes enhancing their adaptation to environmental stresses [34,40,41]. In addition, plants inoculated with strain PsJN present longer root systems, more secondary roots and root hairs; stronger stems and more lignin deposits on vascular bundles [42,43]. Also, inoculated plants present high amounts of phenolic compounds and chlorophyll content [34,42], high cytokinin levels [44] and a high phenylalanine ammonia lyase level [42]. Strain PsJN also enhances resistance to low levels of pathogens [45]. It has been proposed that the reduction of the plant ethylene hormone by the action of the strain PsJN enzyme 1-aminocyclopropane-1-16 carboxylate (ACC) deaminase could be involved in the induced plant growth-promotion [35,46]. Some recent efforts have been made to elucidate the molecular responses of plants under strain PsJN colonization, focusing on changes in specific stress response genes [40,47] or the methylation patterns of some plant’s genes [48]. However, global overviews of molecular changes that may explain the different effects of strain PsJN or other β-proteobacteria during plant development are not available.

Here, we report that a single inoculation of *A. thaliana* seeds with the strain PsJN, during germination, exerts phenotypic effects throughout the whole life cycle of the plants. We describe the changes in phenotype and transcriptional profiles of inoculated plants during early plant development and we compare the effects of live strain PsJN with those of heat-killed bacteria. We also describe the effects of this bacterium during later developmental stages where, interestingly, an acceleration of flowering time and senescence was observed in inoculated plants. This report provides novel and interesting information about long-term effects of a PGPR on plant development, contributing to the knowledge on these relevant biological interactions.

## Results

### Short-term effects of strain PsJN on *A. thaliana* plants

To look for differences in plant growth parameters, several PsJN strain dilutions (10^2^; 10^4^; 10^6^ colony forming units (CFU)/ml) were tested as inoculants of Col-0 *A. thaliana* seeds, as described in the Material and Methods section. At 14 days after sowing (DAS) several plant growth-parameters were determined (Figure 1). All parameters (plant fresh weight, dry weight, number of root hairs and chlorophyll content) were significantly higher than in the non-inoculated control, when 10^4^ CFU of strain PsJN/ml of medium were utilized. Also, a positive effect on hypocotyl length was observed in inoculated plants (data not shown). Therefore, the plant growth outcome at day 14 depended on the population of bacteria that was initially associated to plant. Essentially the same was observed at 21 DAS. Consequently, all the subsequent experiments were carried out using 10^4^ CFU of strain PsJN/ml medium. The effect of strain PsJN on root growth was further explored comparing root length at different times in plantlets growing vertically in non-inoculated and inoculated conditions. In addition, a treatment with heat-killed bacteria (K-PsJN) was incorporated to discriminate the effects of metabolically active bacteria on plants, from those of inactive bacteria. Roots were significantly longer at 14 DAS in inoculated plants (Figure 2A) (One-way ANOVA, p<0.001). At 14 DAS, no significant differences were detected on number of lateral roots among treatments. Root hairs were longer (250% longer in average compared with those of non-inoculated plants) and more abundant in strain PsJN-treated plants (Figure 2B). The non-inoculated controls and K-PsJN treatments produced equivalent results.

**Figure 1:**
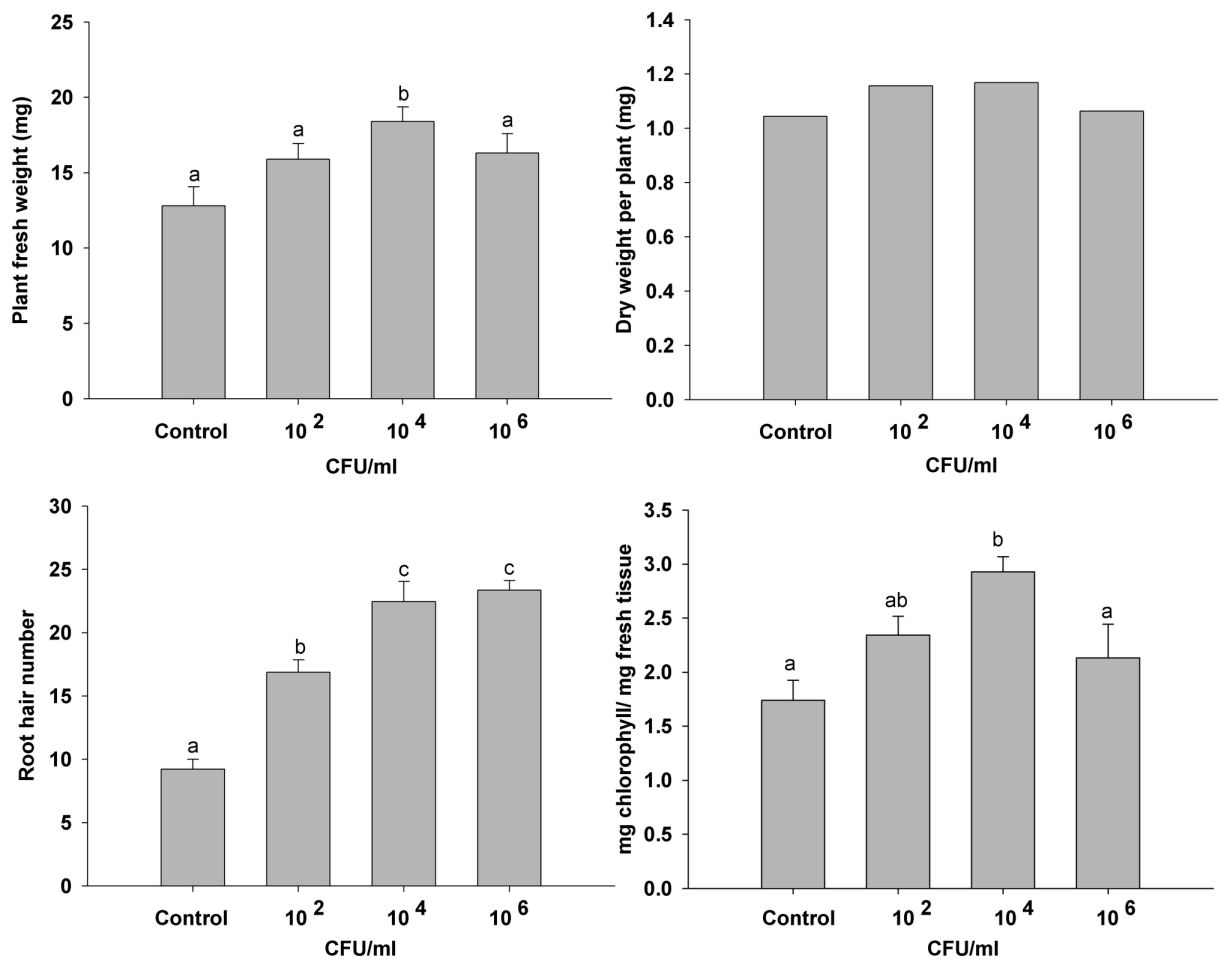
Short term effects of different inocula of *Burkholderia phytofirmans* PsJN in *Arabidopsis thaliana* plantlets. Different measurements in plants at 14 DAS treated with several bacterial inocula. A) Plant fresh weight, B) Dry weight, C) Root hairs and D) Chlorophyll content. Media and standard errors (SE) are the result of at least 40 plants per treatment and results are representative of three independent experiments. Same letters indicate non-significant differences among treatments (One way ANOVA, p<0.05).

**Figure 2:**
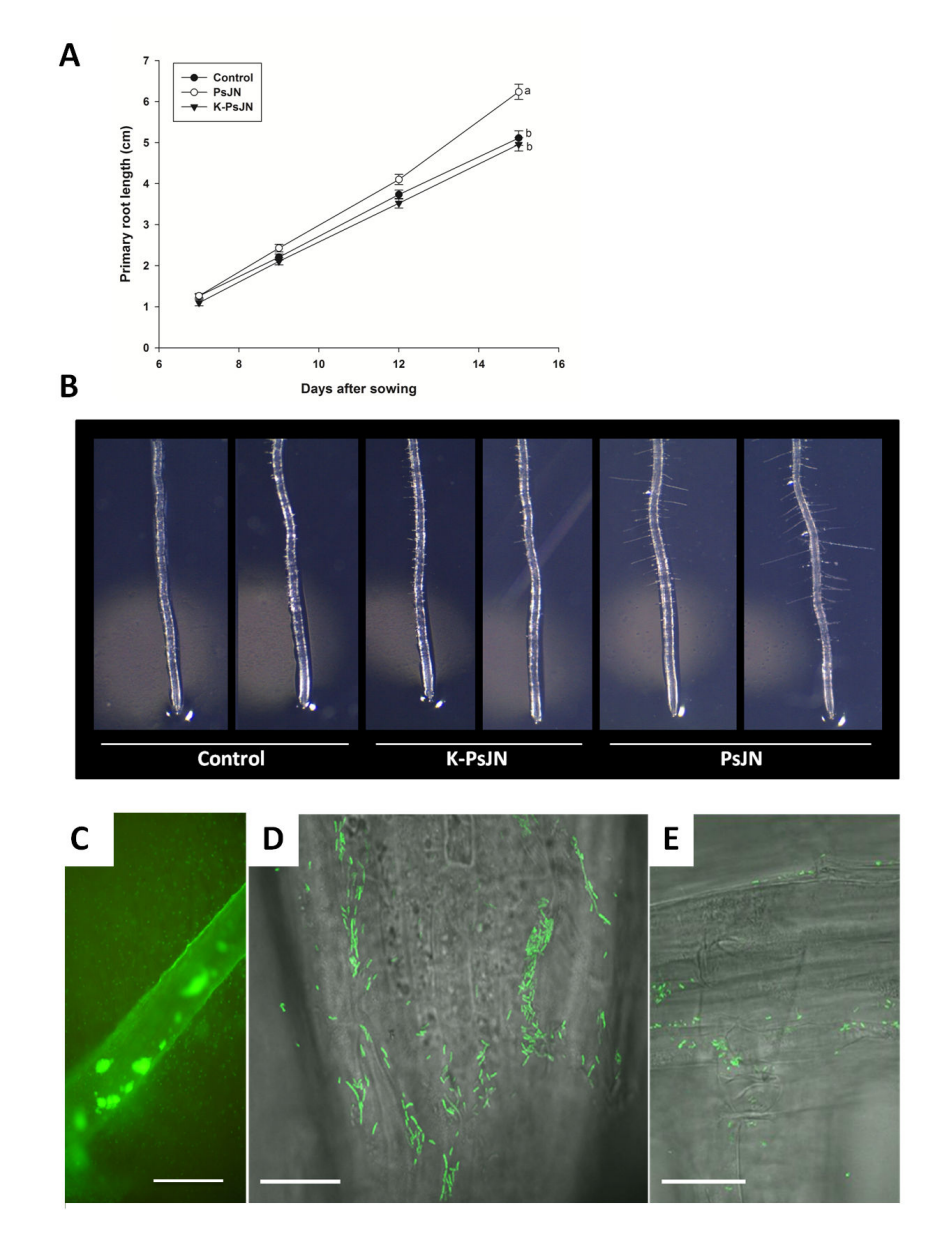
Effects of *Burkholderia* *phytofirmans* PsJN on *Arabidopsis* *thaliana* roots. A) *In vitro* growth of primary roots under different treatments. Media and SE are the result of at least 30 plants per treatment and results are representative of three independent experiments. Same letters indicate non-significant differences among treatments (One way ANOVA, p<0.05). B) Representative photographs of root hairs formed at the primary root tip region of 8 DAS Arabidopsis seedlings grown in indicated treatments. K-PsJN represents the killed bacteria treatment. C) Representative photograph of epifluorescence images of root colonization of *A. thaliana* plants by strain PsJN::GFP; bacterial cells are observed as colonies attached to the surface of the root (arrow), bar represents 200 μm. D) Confocal microscope image of a root colonization by strain PsJN::GFP at the root tip, bar represents 10 µm. E) Confocal microscope of a root colonized endophytically by PsJN :: GFP (roots were washed with ethanol and sterile water before being observed under microscope); cells are observed as colony attached to lateral root emergence and in an intercellular position, between the epidermal layer, bar represents 30 µm.

To determine the rhizospheric and endophytic colonization of plants by strain PsJN, a GFP marked strain was utilized. At 21 DAS rhizospheric CFU/mg of fresh weight (FW) were usually in the range of 10^9^-10^10^ (average 6.91x10^9^). Endophytic bacteria were detected on a range of 10^7^-10^8^ CFU/mg FW (average: 7.90x10^7^ CFU/mg FW). The same ranges were observed at 14 DAS (average of endophytic colonization: 1.28x10^7^ CFU/mg FW). Rhizospheric and endophytic colonization were confirmed by epifluorescence (Figure 2C) and confocal microscopy analyses (Figure 2D and 2E).

To investigate the molecular mechanisms underlying the phenotypical effects observed in plants treated with strain PsJN, transcriptional profiles were determined by microarray analysis (Affymetrix ATH1 Genome Array). 

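Transcript levels were measured in whole plantlets on 9 ATH1 arrays, 3 for each of 3 groups of plants. ATH1 is an oligonucleotide array on which a gene is read by a probe set, a group of short probes. The groups were plants without bacteria (control), plants inoculated with live strain PsJN, and plants inoculated with K-PsJN, the same strain killed by heating at 95 °C for 20 min. Each array held RNA of 1 replicate of 10 plantlets harvested 13 days after sowing, with 4 rosette leaves. The methods describe 3 replicates for the control and PsJN treatments, and the sample labels give 3 for K-PsJN as well. The paper gives the inoculum as 10000 CFU/ml, while the sample labels print 104, which can be read as a power of 10 whose superscript was lost. The authors processed the arrays with RMA, and the values used here are their log2 signals, 1 per probe set. The median signal of an array lay between 1.98 and 2.07, the 75th percentile between 4.21 and 4.26, and 120 values (0.0586%) lay below 0. Such low values are unusual for RMA, and the variant of RMA behind them is not known.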

Assuming that effects of strain PsJN on the Arabidopsis gene transcription profile take place before the major phenotypic changes are observed, the global gene expression patterns of complete plantlets with 4 rosette leaves (stage 1.04 [49], corresponding to 13 DAS), inoculated or not with bacteria, were compared. 

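Of the 22810 probe sets, 64 control probe sets of the manufacturer were left out and 22746 were compared. The test was the rank product, which ranks the probe sets in every difference between an array of one group and an array of the other, against 100 shufflings of the probe sets within each array. A probe set was called higher or lower at an estimated proportion of false positives under 0.05. The size of each log2 difference, its standard error and an adjusted p came from limma on all 9 arrays. With 3 arrays against 3, an exact test on a single gene cannot give a p under 0.1, and all 3 arrays of one group lie beyond all 3 of the other by chance for 10% of probe sets. The array annotation names 1 gene for 13513 probe sets and several for 503, the paper's Tables S1 to S4 name 1 gene for 410 more, and 8307 have no name here. Gene groups were described with 29 lists of 680 genes, of which 94 are named by the annotation ("annotated members") and 209 with the tables added. Members named only through the tables ("table-named members") are there because the paper called them in one of its comparisons, so their counts are not independent evidence, and both kinds are counted apart. The values in these tables had been seen when the lists were fixed, so the annotated members are not a blind choice either. Means and medians over all named members of a list include the table-named ones. A list's annotated members were also tested as a set against all other probe sets. Where a call was lost when 1 array was left out, the range in parentheses is that of the log2 difference over all settings with 1 array left out. Such a setting also has fewer arrays, and a call can be lost for that alone. Of the 17 genes the paper names, LFY and AP1 could not be linked to a probe set.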

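AT4G12490 and AT4G12500, neighbouring genes of lipid transfer-like proteins, were higher with PsJN by log2 differences of 5.34 (standard error 0.34, adjusted p = 0.000385) and 4.62 (standard error 0.36, adjusted p = 0.000728) over 3 arrays against 3. EARLI1 (AT4G12480) and AZI1 (AT4G12470), of the same gene cluster, were higher by 3.28 (standard error 0.61, adjusted p = 0.0391) and 3.21 (standard error 0.64, adjusted p = 0.0525). The chitinase family gene AT2G43620 was higher by 4.57 (standard error 0.58, adjusted p = 0.00709), and AT2G17740 by 3.33 (standard error 0.21, adjusted p = 0.000385). On the other side, CYP81D11 (AT3G28740), a cytochrome P450 of the response to foreign chemicals, was lower, at -3.96 (standard error 0.21, adjusted p = 0.000209). CGA1 (AT4G26150), a GATA transcription factor that promotes chloroplast development, was lower, at -3.18 (standard error 0.38, adjusted p = 0.00619). AT4G27657 and AT4G27652, neighbouring genes of unknown function, were lower, at -3.36 (standard error 0.25, adjusted p = 0.000574) and -3.25 (standard error 0.34, adjusted p = 0.004). In all, 156 probe sets were called higher and 238 lower, which stand for 162 and 249 loci when each locus of a probe set is counted. In 141 and 225 of them the 3 PsJN arrays lay beyond the 3 control arrays. The rank product picked them on these same arrays, so this is not independent evidence. Of all probe sets 16.4% had arrays apart, against 10% by chance. Among the called ones, 63 and 118 also had a limma adjusted p under 0.05. The number called higher was 101, 48 and 30 without PsJN replicate 1, 2 and 3, and the number called lower was 60, 81 and 83 without control replicate 1, 2 and 3. Shared signal between the probe sets of neighbouring, similar genes was not tested. The control signals of AT4G12500 (0.54 to 1.05) and AT2G17740 (0.86 to 1.15) lay near the lowest values, so their log2 differences are lower bounds.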

The presence of strain PsJN significantly up-regulated 159 genes and down-regulated 249 genes (RankProduct method; p<0.05). To get a global overview of these differentially expressed genes, the Gene Ontology categories (GO) that were present in the group of genes affected in the inoculated treatment were first analyzed (Figure 3A). The BioMaps tool, in the VirtualPlant platform [50], was utilized in order to determine which GO terms were statistically overrepresented compared with the GO terms represented into the Arabidopsis genome arrays. Several genes belonging to the biological processes “*Defense response*”, “*Stress response*”, “*Transport*”, “*Response to Biotic and Abiotic stimulus *” and “*Hormone related process*” were induced by the strain PsJN treatment (asterisk in Figure 3A). 

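Some plant defensin genes were higher with live PsJN. Of the 8 genes on the list of antimicrobial proteins, 4 were named here, all annotated and all of plant defensins. Of these 4 members, 3 were called higher and none lower (3 higher when adjusted over the list alone). The plant defensin gene PDF1.4 (AT1G19610) was higher by a log2 difference of 3.02 (standard error 0.26, adjusted p = 0.000953), and PDF1.2b (AT2G26020) by 1.82 (standard error 0.42, adjusted p = 0.0942). LCR67 (AT1G75830), which encodes another defensin, differed by -0.04 (standard error 0.09, adjusted p = 0.939). Its signals were 0.39 to 0.49 on the control and PsJN arrays, near the lowest values, so a change could be missed. PDF1.2 (AT5G44420), the other member called, was higher by 1.37 (standard error 0.45, adjusted p = 0.242), and its PsJN arrays overlapped the control arrays. It was not called without PsJN replicate 1 or 2 (0.96 to 1.98). Signal shared between PDF1.2 and PDF1.2b was not tested. As a set the 4 members were higher, with an adjusted p = 0.00105 at the preset correlation of 0.01 and an adjusted p = 0.199 with the estimated correlation of 0.20. Genes that respond to microbial patterns moved both ways. Of 4 annotated members none was called, and of 9 table-named members 1 was called higher and 2 lower (1 higher and 7 lower of all 13 when adjusted over the list alone; set test adjusted p = 0.574). FRK1 (AT2G19190), a receptor kinase gene induced by flagellin, was higher by 1.49 (standard error 0.29, adjusted p = 0.0469). Its control signals were 0.51 to 0.96, near the lowest values, and its PsJN signals 1.64 to 2.97. PHI-1 (AT1G35140), a phosphate-induced gene, was lower, at -1.93 (standard error 0.37, adjusted p = 0.0484), and SZF1 (AT3G55980), a zinc finger gene, at -1.1 (standard error 0.36, adjusted p = 0.246). Without PsJN replicate 1 PDF1.2b was no longer called (log2 values over the left-out arrays 1.29 to 2.37), nor was FRK1 without PsJN replicate 3 (1.11 to 1.77), nor SZF1 without PsJN replicate 3 or any 1 control array (-1.24 to -0.98). The enrichment of GO categories was not analysed here.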

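Genes of detoxification were lower with live PsJN. Of 6 annotated members of that list 3 were called lower and none higher (4 lower when adjusted over the list alone), and all 12 table-named members were lower (16 lower of all 18 when adjusted over the list alone). NAC032 (AT1G77450), a stress-responsive transcription factor gene, was lower, with a log2 difference of -2.89 (standard error 0.21, adjusted p = 0.000574). UGT75B1 (AT1G05560), a glucosyltransferase gene, was lower, at -2.38 (standard error 0.25, adjusted p = 0.00389), ChlAKR (AT2G37770), a reductase of reactive carbonyls, at -2.38 (standard error 0.49, adjusted p = 0.063), and the glutathione transferase gene GSTU7 (AT2G29420) at -1.98 (standard error 0.26, adjusted p = 0.00871). As a set the list was lower, with an adjusted p = 4.61e-05 at the preset correlation of 0.01. In the setting that estimates the correlation, the set test gave an adjusted p = 0.0552. The estimate was -0.05, under the preset, so correlation between members does not account for this higher p. The mean signal of all 18 members was 4.81 to 5.20 on the control arrays and 3.15 to 3.41 on the PsJN arrays. As 12 of them are table-named, and so were picked on these arrays, this gap is not independent evidence. With K-PsJN the list leaned the same way, with a median of -0.47 over all 18 members. None of 6 annotated and 2 of 12 table-named members were called lower and none higher (9 lower of all 18 when adjusted over the list alone). Its set test with K-PsJN gave an adjusted p = 0.116. Genes of touch, cold and rapid stress were lower in part, with 3 of 5 annotated members called and 5 of 11 table-named ones (1 higher and 9 lower of all 16 when adjusted over the list alone). RHL41 (AT5G59820), a zinc finger gene of light and cold responses, was lower, at -1.70 (standard error 0.38, adjusted p = 0.0816), and TCH4 (AT5G57560), a touch-induced xyloglucan endotransglucosylase gene, at -1.65 (standard error 0.28, adjusted p = 0.0277). This list was lower as a set with an adjusted p = 0.0186 at the preset correlation, but the adjusted p = 0.75 with the estimated correlation of 0.79. Among genes of abscisic acid and drought, XERICO (AT2G04240) was the 1 of 5 annotated members called higher (2 higher and 6 lower of all 12 when adjusted over the list alone), by 1.52 (standard error 0.19, adjusted p = 0.0063), and 5 of 7 table-named members were lower, among them GBF3 (AT2G46270) at -1.26 (standard error 0.19, adjusted p = 0.0153) (set test adjusted p = 0.445). Of senescence and low-sugar genes, none of 3 annotated members was called and 3 of 7 table-named members were lower, SAG21 (AT4G02380) at -1.47, BXL1 (AT5G49360) at -1.43 and DIN9 (AT1G67070) at -0.98, but 4 higher and 3 lower of all 10 were found when adjusted over the list alone, with a median of 0.16. Several calls were lost without single arrays: RHL41 without control 3 (-1.91 to -1.36), XERICO without PsJN 3 (1.37 to 1.70), GBF3 without any 1 control array (-1.4 to -1.02), SAG21 without control 1 or 3 (-1.61 to -1.35), BXL1 without control 1 or 2 (-1.59 to -1.27), and DIN9 without any 1 control array or PsJN 2 or 3 (-1.27 to -0.83). At the preset correlation, the set test of the touch list gave adjusted p values of 0.0520, 0.0817, 0.0819 and 0.0522 without control 1, control 3, PsJN 1 and PsJN 3. Over all alternatives at the preset it gave 0.00139 to 0.0819.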

The transcriptionally down-regulated genes were statistically mostly distributed in the functional categories: “*Stress response*”, “*Response to Biotic and Abiotic stimulus*” and “*Metabolic Response*” (asterisks in Figure 3A). In the molecular functions categories, “*Unknown molecular functions*”, “*Binding activity*” and “*Kinase activity*” were overrepresented in the group of up-regulated genes. “*Transferase activity*”, “*Unknown functions*” and “*Binding activity*” were overrepresented in the down-regulated genes (Figure S1). 

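All 153 probe sets that the paper lists in Table S3 as up-regulated and all 238 that it lists as down-regulated were called here in the same direction. The 3 further probe sets called higher with PsJN belong to AT3G16530, to tny and to a gene without a name here. The log2 differences computed here and those in the paper's table differed by at most 0.00499. Among the listed genes are the nicotianamine transporter gene ZIF1 (AT5G13740) and BTS (AT3G18290), a ubiquitin ligase gene of the iron response. ZIF1 was higher by a log2 difference of 1.71 (standard error 0.47, adjusted p = 0.152) and BTS by 1.52 (standard error 0.50, adjusted p = 0.247), and neither passed an adjusted p of 0.05 from limma. BTS was not called without PsJN replicate 3 (1.29 to 1.78).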

Examples of genes with altered expression and with different biological functions are presented in Tables S1 and S2, and the complete list of genes affected by PsJN is in Table S3. Also, all the Affymetrix data obtained here have been deposited in NCBI’s Gene Expression Ommnibus [51] and are accessible through GEO Series accession number GSE47092. The gene expression changes of live PsJN strain treated plants were compared with those of K-PsJN inoculated plants (364 genes were up-regulated and 282 were down-regulated compared with the control); the GO categories of these genes are presented in Figure 3B. 

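ORA47 (AT1G74930), a regulator of jasmonate synthesis genes, was higher with K-PsJN than in control by a log2 difference of 5.82 (standard error 0.49, adjusted p = 0.0013) over 3 arrays against 3. WRKY40 (AT1G80840), a transcription factor gene of the pattern response, was higher by 5.17 (standard error 0.60, adjusted p = 0.00318), RRTF1 (AT4G34410), a redox-responsive transcription factor gene, by 5.16 (standard error 0.55, adjusted p = 0.00234), and the cold-response regulator CBF1 (AT4G25490) by 3.69 (standard error 0.27, adjusted p = 0.000778). On the other side, LSU2 (AT5G24660), a gene of low sulfur response, was lower, at -3.75 (standard error 0.84, adjusted p = 0.0381), and AT5G42760 at -3.97 (standard error 0.56, adjusted p = 0.00595). Of the list of touch, cold and rapid stress genes, 4 of 5 annotated members were called higher and none lower, and of 11 table-named members 8 were higher and 1, MYB13, was lower (14 higher and 1 lower of all 16 when adjusted over the list alone). As a set the annotated members were higher with an adjusted p = 3.83e-05 at the preset correlation of 0.01. The correlation estimated from the arrays was 0.79, far above the preset, and with it the adjusted p = 0.357. The mean over all 16 members of this list, 11 of them table-named, was 5.51, 5.93 and 4.27 on the K-PsJN arrays and 2.76 to 3.2 on the control arrays. Of the pattern-response genes 1 of 4 annotated and 7 of 9 table-named members were higher and none lower (9 higher of all 13 when adjusted over the list alone; set test adjusted p = 0.116). They include BAP1 (AT3G61190) at 3.69 (standard error 0.48, adjusted p = 0.00461) and WRKY33 (AT2G38470) at 2.41 (standard error 0.41, adjusted p = 0.0123). Of the ethylene genes all 7 table-named members were higher (7 when adjusted over the list alone) and the 1 annotated member was not called. ACS6 (AT4G11280), an enzyme of ethylene synthesis, was higher by 3.26 (standard error 0.21, adjusted p = 0.000778) and ERF6 (AT4G17490) by 3.49 (standard error 0.59, adjusted p = 0.0118). Of the jasmonate genes 7 of 8 table-named members were higher (8 of all 11 when adjusted over the list alone) and none of 3 annotated ones, with JAZ7 (AT2G34600) at 3.54 (standard error 0.80, adjusted p = 0.0399). The means of these other lists also rest mostly on table-named members. On the K-PsJN arrays they were 4.73, 4.97 and 3.75 for the pattern response (2.51 to 2.87 on the control arrays), 5.77, 5.96 and 4.42 for ethylene (2.74 to 3.09) and 3.78, 3.71 and 2.23 for jasmonate (1.71 to 1.79), so K-PsJN replicate 3 was the lowest of the 3 in each. That array was also low for the root markers, at 3.56 against 5.15 and 4.47 on the other K-PsJN arrays, 4.72 to 5.25 on the control arrays and 3.95 to 5.12 on the PsJN arrays. The control signals of ORA47, RRTF1, CBF1 and JAZ7 were 0.24 to 1.21, under the array medians of 1.98 to 2.07 and near the lowest values, so their log2 differences are lower bounds. The test called 358 probe sets higher and 276 lower. For 351 and 261 of them, picked on these same arrays, the 3 K-PsJN arrays lay beyond the 3 control arrays. Of all probe sets 20.4% had arrays apart, against 10% by chance. Among the called ones, 290 and 218 also had a limma adjusted p under 0.05. The number called higher was 135, 147 and 177 without K-PsJN replicate 1, 2 and 3, and the number called lower was 71, 60 and 80 without control replicate 1, 2 and 3.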

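Some genes moved the same way with live and with killed bacteria. CGA1 was lower with K-PsJN than in control with a log2 difference of -3.29 (standard error 0.38, adjusted p = 0.00324), and BBX31 (AT3G21890), a B-box gene of light signalling, was lower with PsJN at -2.68 (standard error 0.40, adjusted p = 0.0153) and with K-PsJN at -3.18 (standard error 0.40, adjusted p = 0.00396). SPX1 (AT5G20150), a sensor of phosphate supply, was higher by 1.4 (standard error 0.22, adjusted p = 0.0185) and 1.79 (standard error 0.22, adjusted p = 0.00356). In all, 53 probe sets were called higher with both treatments and 92 lower with both, where 2.46 and 2.89 would be shared by independent lists of the same sizes. Both comparisons use the same 3 control arrays, which adds shared calls. In 20 simulations of 2 unchanged groups set against these control arrays, 0 to 9 probe sets were called higher in both and 1 to 10 lower in both. Of the 634 probe sets called with K-PsJN, 176 (27.8%) were also called with PsJN, in either direction. The call of SPX1 was lost without PsJN replicate 2 for PsJN (1.18 to 1.62) and without any 1 of the K-PsJN arrays for K-PsJN (1.70 to 1.96). The numbers shared in the same direction also fell in settings with 1 array left out. The 53 higher in both became 8 and 7 without PsJN replicate 2 and 3. They became 24, 26 and 13 without K-PsJN replicate 1, 2 and 3 and 34 without control replicate 2. The 92 lower in both became 16, 17 and 29 without control replicate 1, 2 and 3.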

Interestingly, a minor percentage of these genes were also regulated by PsJN treatment (Figure S2). For instance, among the 159 genes up-regulated by PsJN, 105 were not regulated by the K-PsJN treatment (Figure S2). 

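Genes higher with live PsJN and not called with K-PsJN include AT1G65500, at a log2 difference of 2.77 (standard error 0.34, adjusted p = 0.0063) with PsJN and 0.26 (standard error 0.34, adjusted p = 0.807) with K-PsJN, and AT4G22470, a gene of the lipid transfer-like family, at 2.53 (standard error 0.28, adjusted p = 0.00466) and 0.39 (standard error 0.28, adjusted p = 0.592). Both were also higher with PsJN than with K-PsJN when these were compared directly, by 2.50 (standard error 0.34, adjusted p = 0.00753) and 2.15 (standard error 0.28, adjusted p = 0.00586). Of the 162 loci higher with PsJN, 107 were called in neither direction with K-PsJN and 108 were not called higher with it. The paper's own tables give 104 and 105 on these 2 readings, and the reading that gives the paper's number was found only after both had been counted. Of 102 probe sets higher with PsJN and not called with K-PsJN, 60 were also called higher in the direct comparison; for the other ones a difference between the treatments was not shown.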

When the GO processes that are overrepresented were compared in PsJN and K-PsJN treatments by BioMaps tool, in the VirtualPlant platform, it could be observed that the transcriptional response is much more restricted with PsJN as more processes are affected in plants inoculated with K-PsJN (data not shown). Interestingly, the transcriptional changes produced by K-PsJN inoculation are not reflected in growth promotion or any other observable effects in plants. 

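Of the light-response list in plants with K-PsJN the 1 annotated member, HYH (AT3G17609), a relative of HY5, was lower, with a log2 difference of -2.64 (standard error 0.30, adjusted p = 0.00309), and of 11 table-named members 9 were lower and 2 higher (10 lower and 2 higher of all 12 when adjusted over the list alone). Of the senescence and low-sugar list 1 of 3 annotated members was higher, and of 7 table-named members 4 were higher and 1 lower (5 higher and 2 lower of all 10 when adjusted over the list alone; set test adjusted p = 0.227). The senescence regulator NAP (AT1G69490) was higher by 2.42 (standard error 0.46, adjusted p = 0.0191) and TPS8 (AT1G70290), a gene of the trehalose phosphate synthase family, by 2.44 (standard error 0.53, adjusted p = 0.0343). Of the abscisic acid and drought list 1 of 5 annotated members was higher, and of 7 table-named members 2 were higher and 4 lower (3 higher and 5 lower of all 12 when adjusted over the list alone). CYP707A3 (AT5G45340), which breaks down abscisic acid, was higher by 3.3 (standard error 0.42, adjusted p = 0.00418). The annotated members were higher as a set with an adjusted p = 0.0383, which was 0.0561 to 0.154 without control 1, 2 or 3 or K-PsJN 1 and 0.0056 to 0.154 over all alternatives, and with an estimated correlation the adjusted p = 0.357. All 355 up-regulated and 276 down-regulated probe sets that the paper lists in Table S4 were called here in the same direction, and the 3 further ones called higher belong to AT1G19000, to AT5G62280 and to a gene without a name here.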

The complete list of genes affected by K-PsJN is available in Supporting Information (Table S4).

**Figure 3:**
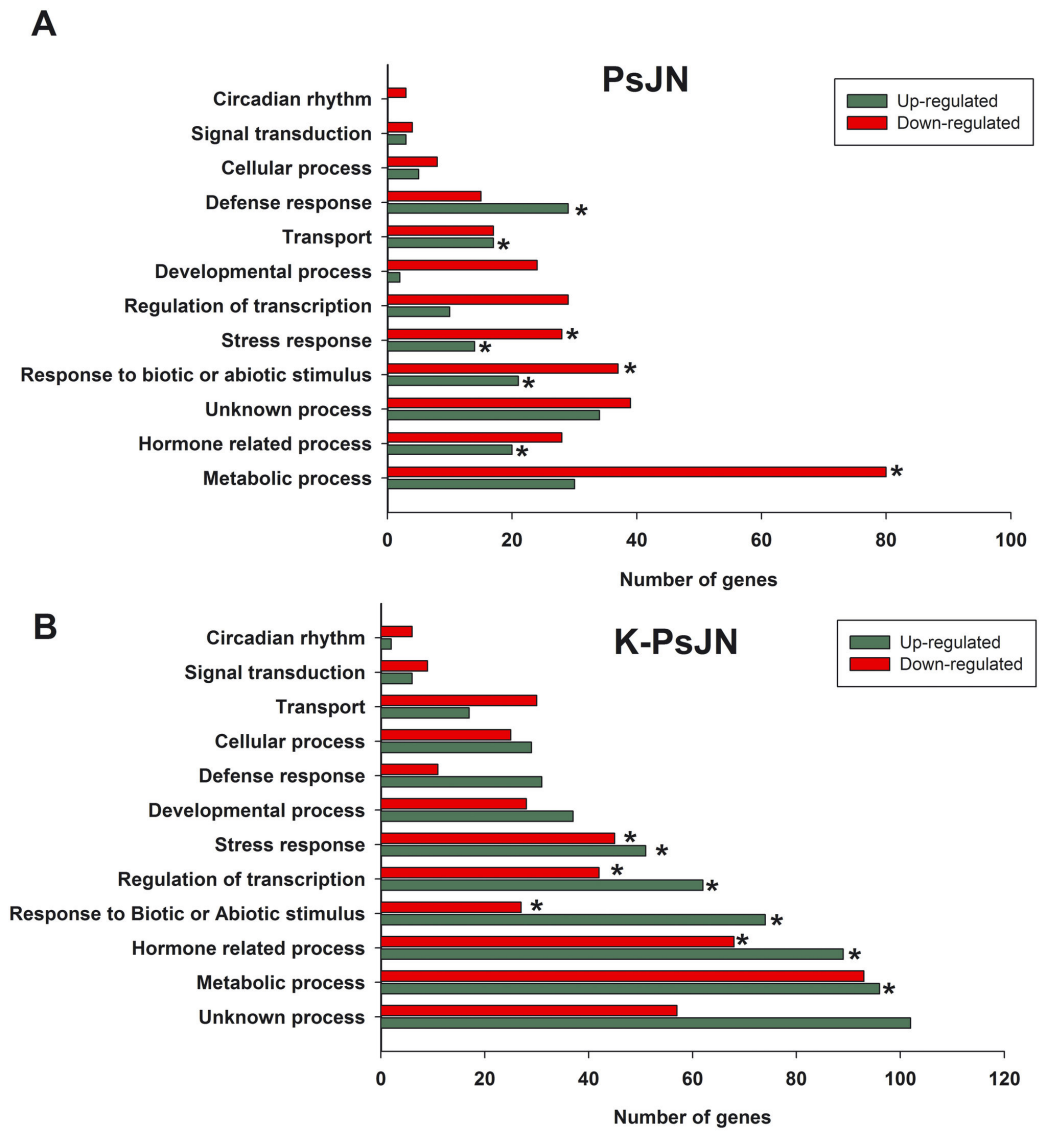
Gene ontology of biological processes affected in *Arabidopsis* *thaliana* plants treated with *Burkholderia* *phytofirmans* PsJN and K-PsJN. The figure shows the number of genes induced or repressed in plants treated by strain PsJN (A) or K-PsJN (B) in comparison to control conditions and its distribution within the different Gene Ontology biological functions. Only those genes with differential expression (p<0.05) were plotted, corresponding to 159 and 249 genes up-regulated and down-regulated, respectively in PsJN treatment. With the K-PsJN treatment 364 genes were up-regulated and 282 were down-regulated. Each gene could be assigned to more than one category. The VirtualPlant platform [50] was utilized in order to determine which GO terms were statistically overrepresented compared with the GO term represented into the Arabidopsis genome arrays (asterisks, p<0.01).

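Of the light-response list the 1 annotated member, HYH, was lower, with a log2 difference of -1.3 (standard error 0.30, adjusted p = 0.0916), and 7 of 11 table-named members were lower and none higher (2 higher and 9 lower of all 12 when adjusted over the list alone). HY5 (AT5G11260), a central regulator of seedling responses to light, was lower, at -1.64 (standard error 0.18, adjusted p = 0.00466), and GNC (AT5G56860), a GATA factor related to CGA1, at -1.96 (standard error 0.14, adjusted p = 0.000572). Of the iron list none of 4 annotated members was called, and of 8 table-named members 3 were higher and 5 lower (6 higher and 5 lower of all 12 when adjusted over the list alone; set test adjusted p = 0.445). ORG1 (AT5G53450) was higher by 1.37 (standard error 0.61, adjusted p = 0.448) and AT3G25190, a vacuolar iron transporter-like gene, lower, at -1.2 (standard error 0.27, adjusted p = 0.0888). Of the phosphate starvation list 2 of 3 table-named members were higher and none lower (2 higher and 1 lower when adjusted over the list alone), with SRG3 (AT3G02040), a glycerophosphodiester phosphodiesterase gene, at 1.01 (standard error 0.26, adjusted p = 0.127). Of the cell wall expansion list none of 7 annotated members was called, nor was the 1 table-named member, XTH31, at 0.83 (1 higher and 5 lower of all 8 when adjusted over the list alone), and as a set the annotated members were lower with an adjusted p = 0.0186 and an adjusted p = 0.24 with an estimated correlation. Of the flowering list SPL2 (AT5G43270) was lower, at -0.90 (standard error 0.14, adjusted p = 0.0213), and none of 4 annotated members was called (2 lower of all 5 when adjusted over the list alone; set test adjusted p = 0.841). The calls were lost for HYH without control 1 or 2 or PsJN 3 (-1.67 to -1.07), for HY5 without control 1 (-1.78 to -1.46), for ORG1 without PsJN 2 or 3 (1.15 to 1.55), for AT3G25190 without any 1 control array or PsJN 2 (-1.41 to -0.99), for SRG3 without control 3 or any 1 PsJN array (0.81 to 1.19) and for SPL2 without any 1 of the 6 arrays (-1.0 to -0.83). At the preset correlation, the set test of the cell wall list gave an adjusted p = 0.362 without control replicate 3 and 0.0819 without PsJN replicate 1. Over all alternatives at the preset it gave 0.00193 to 0.362.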

Several groups of Arabidopsis genes whose expression levels were altered by the presence of strain PsJN are especially interesting, e.g. genes related to development, transport, stress and hormone pathways. For example, genes involved in auxin pathways had altered expression: anthranilate synthase 1 (*ASA1*, At5G05730) which catalyzes the rate-limiting step of tryptophan biosynthesis; auxin indole-3-acetic acid (IAA) induced gene (*IAA1*, AT4G14560) belonging to the Aux/IAA transcription factor gene family; and the auxin responsive SAUR protein gene (*SAUR68*, At1G29510) were up-regulated in the inoculated plants. 

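ASA1 (AT5G05730) was higher with PsJN than in control by a log2 difference of 1.01 (standard error 0.12, adjusted p = 0.00619) over 3 arrays against 3, IAA1 (AT4G14560) by 1.07 (standard error 0.13, adjusted p = 0.0063) and SAUR68 (AT1G29510) by 1.01 (standard error 0.24, adjusted p = 0.0987). SAUR63 (AT1G29440) and AT1G29500, neighbours of SAUR68 in a cluster of auxin-induced genes, were higher by 1.14 (standard error 0.39, adjusted p = 0.262) and 1.06 (standard error 0.41, adjusted p = 0.34). With K-PsJN the differences from control were 0.86 (standard error 0.12, adjusted p = 0.00579) for ASA1, which the rank product did not call, and 1.27 (standard error 0.13, adjusted p = 0.00207) for IAA1, which it did. In the direct comparison of PsJN with K-PsJN neither was called, at 0.15 (standard error 0.12, adjusted p = 0.733) and -0.20 (standard error 0.13, adjusted p = 0.652), while SAUR68 was called higher, at 1.08 (standard error 0.24, adjusted p = 0.0638). Of the auxin-response list as a whole, none of 8 annotated members was called with PsJN, and 4 of 6 table-named members were higher and none lower (4 higher and 1 lower of all 14 when adjusted over the list alone; set test adjusted p = 0.574). The calls against control were each lost in settings with 1 array left out. ASA1 was not called without control 2 or any 1 PsJN array (0.91 to 1.1), and IAA1 without any 1 PsJN array (0.99 to 1.18). SAUR68 was not called without control 2 or 3 or any 1 PsJN array (0.87 to 1.16). SAUR63 (0.86 to 1.34) and AT1G29500 (0.86 to 1.2) were not called without control 3 or any 1 PsJN array. As each call was lost whichever PsJN array was left out, these losses do not point to 1 array. The direct difference of SAUR68 was not called without any 1 of the PsJN arrays or K-PsJN 1 or 2 (0.89 to 1.34).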

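AT1G76520, an auxin efflux carrier family gene, was lower with PsJN than in control with a log2 difference of -1.09 (standard error 0.18, adjusted p = 0.0265). With K-PsJN its difference from control was -0.57 (standard error 0.18, adjusted p = 0.131), not called, and the direct comparison of PsJN with K-PsJN gave -0.52 (standard error 0.18, adjusted p = 0.252). IAGLU (AT4G15550), which encodes an indole-3-acetate glucosyltransferase, was lower with both treatments, at -1.97 (standard error 0.16, adjusted p = 0.000864) with PsJN and -1.85 (standard error 0.16, adjusted p = 0.0013) with K-PsJN. It was the 1 of 5 annotated members of the auxin synthesis and transport list that was called with PsJN (set test adjusted p = 0.445), and of 2 table-named members ASA1 was higher and AT1G76520 lower (1 higher and 2 lower of all 7 when adjusted over the list alone). AT1G76520 was not called without any 1 of the control arrays (-1.21 to -0.91).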

There were also down-regulated genes, which are related to the auxin pathway, as an auxin efflux carrier gene (At1G76520). 

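GA3OX1 (AT1G15550) had a log2 signal of 2.96 ± 0.19 (SD, n = 3) in control plants, 5.34 ± 0.23 (SD, n = 3) in plants with PsJN and 5.01 ± 0.41 (SD, n = 3) in plants with K-PsJN. It was higher with PsJN by a log2 difference of 2.38 (standard error 0.21, adjusted p = 0.00106) and with K-PsJN by 2.04 (standard error 0.21, adjusted p = 0.00207). The difference between the treatments, 0.34 (standard error 0.21, adjusted p = 0.609), did not pass the test. The PsJN call held without each single array, and the K-PsJN call was lost without K-PsJN replicate 3 (1.90 to 2.28). Of the other members of the gibberellin list, none of 4 annotated members was called with PsJN (1 higher when adjusted over the list alone; set test adjusted p = 0.639) or with K-PsJN (none when adjusted over the list alone).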

A particularly interesting case of up-regulated gene is *AtGA3ox1* (*Gibberellin 3-beta-dioxygenase*, At1g15550), which catalyzes the final step in the synthesis of bioactive gibberellins. Among genes involved in stress or defense response we found genes involved in salicylic acid (SA) pathway, like *WRYK60* (At2G25000); *WRKY70* (At3G56400) and *WAK1* (At1G21250); and genes involved in jasmonic acid (JA) and ethylene pathways (e.g. *LOX2*, At3G45140 and *PDF1.2*, At5G44420), see Table S1, S2 and S3.

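Genes of salicylic acid defence were higher with live PsJN among the members that the paper's tables name. Of 10 table-named members 8 were called higher and none lower (9 higher and 1 lower of all 13 when adjusted over the list alone), while none of 3 annotated members was called (set test adjusted p = 0.639). The wall-associated kinase gene WAK1 (AT1G21250) was higher by a log2 difference of 1.79 (standard error 0.38, adjusted p = 0.0703), PR5 (AT1G75040), a pathogenesis-related protein gene, by 1.71 (standard error 0.22, adjusted p = 0.00774), and PCC1 (AT3G22231) by 3.05 (standard error 0.70, adjusted p = 0.0912). WRKY60 (AT2G25000) was higher by 1.14 (standard error 0.18, adjusted p = 0.0193) and WRKY70 (AT3G56400) by 1.11 (standard error 0.41, adjusted p = 0.324). WRKY70 was also called higher with K-PsJN, at 2.11 (standard error 0.41, adjusted p = 0.022), while WRKY60 was not called, at -0.51 (standard error 0.18, adjusted p = 0.172). Of the jasmonate list LOX2 (AT3G45140), a lipoxygenase gene of jasmonate synthesis, was the 1 of 8 table-named members called with PsJN, at 1.34 (standard error 0.31, adjusted p = 0.0912), and none of 3 annotated members was (1 higher and 2 lower of all 11 when adjusted over the list alone; set test adjusted p = 0.775). The defensin gene PDF1.2 (AT5G44420) was higher by 1.37 (standard error 0.45, adjusted p = 0.242). Of the ethylene list none of 1 annotated and 7 table-named members was called with PsJN by the rank product (1 lower when adjusted over the list alone). The PsJN arrays overlapped the control arrays for WRKY70 and PDF1.2. The calls were lost for WAK1 without PsJN 3 (1.53 to 2.21), for WRKY60 without control 3 or any 1 PsJN array (0.98 to 1.3), for WRKY70 without control 1 or 2 or PsJN 2 or 3 (0.87 to 1.45), for LOX2 without PsJN 2 or 3 (0.96 to 1.74) and for PDF1.2 without PsJN 1 or 2 (0.96 to 1.98).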

Five up-regulated and five down-regulated genes, after inoculation with strain PsJN, corresponding to some of the biological functions overrepresented in the Affymetrix analysis, were selected for quantitative RT-PCR validation. These ten genes were confirmed as up or down-regulated after inoculation with live strain PsJN (Figure 4, at 4L stage). 

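On the arrays the 5 genes higher with PsJN were GA3OX1, PDF1.2, LOX2, IAA1 and KNAT4, and the 5 lower ones were STZ, MYB13, RPI2, CBF2 and AT1G76520. KNAT4 (AT5G11060), a homeobox gene, was higher by a log2 difference of 1.06 (standard error 0.23, adjusted p = 0.0746) over 3 arrays against 3. STZ (AT1G27730), a zinc finger gene of stress responses, was lower, at -2.28 (standard error 0.48, adjusted p = 0.0665), the transcription factor gene MYB13 (AT1G06180) at -1.88 (standard error 0.26, adjusted p = 0.011), and RPI2 (AT2G01290), a ribose-5-phosphate isomerase gene, at -1.41 (standard error 0.26, adjusted p = 0.0382). CBF2 (AT4G25470), a regulator of cold responses, was lower, at -1.36 (standard error 0.46, adjusted p = 0.254). Its PsJN signals were 0.37 to 0.75, near the lowest values, so this difference is a lower bound in size. All 10 were called by the rank product, and GA3OX1, IAA1, MYB13, RPI2 and AT1G76520 also had an adjusted p under 0.05 from limma. The calls were lost for KNAT4 without control 3 or any 1 PsJN array (0.94 to 1.26), for RPI2 without control 1 or 2 (-1.67 to -1.23) and for CBF2 without control 1 or 3 (-1.77 to -0.94).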

In some cases, the magnitude of the changes determined by quantitative RT-PCR was greater than those values from array analysis. To have a more comprehensive view of the transcriptional changes occurring in inoculated plants, expression of the same set of genes was evaluated in three additional time points (Figure 4). Thus, to evaluate whether the transcriptional changes observed in plants at 4 leaves stage under PsJN treatment began to appear earlier in the development, two early plant developmental stages were analyzed (emerging leaves, EL; and 2 leaves, 2L, corresponding to 7 and 11 DAS, respectively). Also, to assess whether those genes with transcriptional changes in the inoculated plants remained regulated over time, their transcriptional levels were analyzed in plants of 6 leaves (stage 1.06 [49],; corresponding to 19 DAS). Different patterns were found. For instance, 9 of the 10 tested genes presented severe transcriptional changes at 4L stage (the developmental stage were Affymetrix analyses were performed). In some of the up-regulated genes at 4L, the up-regulation started as soon as in EL stage (Figure 4, left panel). One of the up-regulated genes (*Lox2*) presented the opposite pattern of expression in earlier developmental stages (being down-regulated in PsJN treatment in EL and 2L stage; Figure 4). Notably, the five down-regulated tested genes presented the same pattern, being down-regulated since the first analyzed stage (Figure 4, right panel).

**Figure 4:**
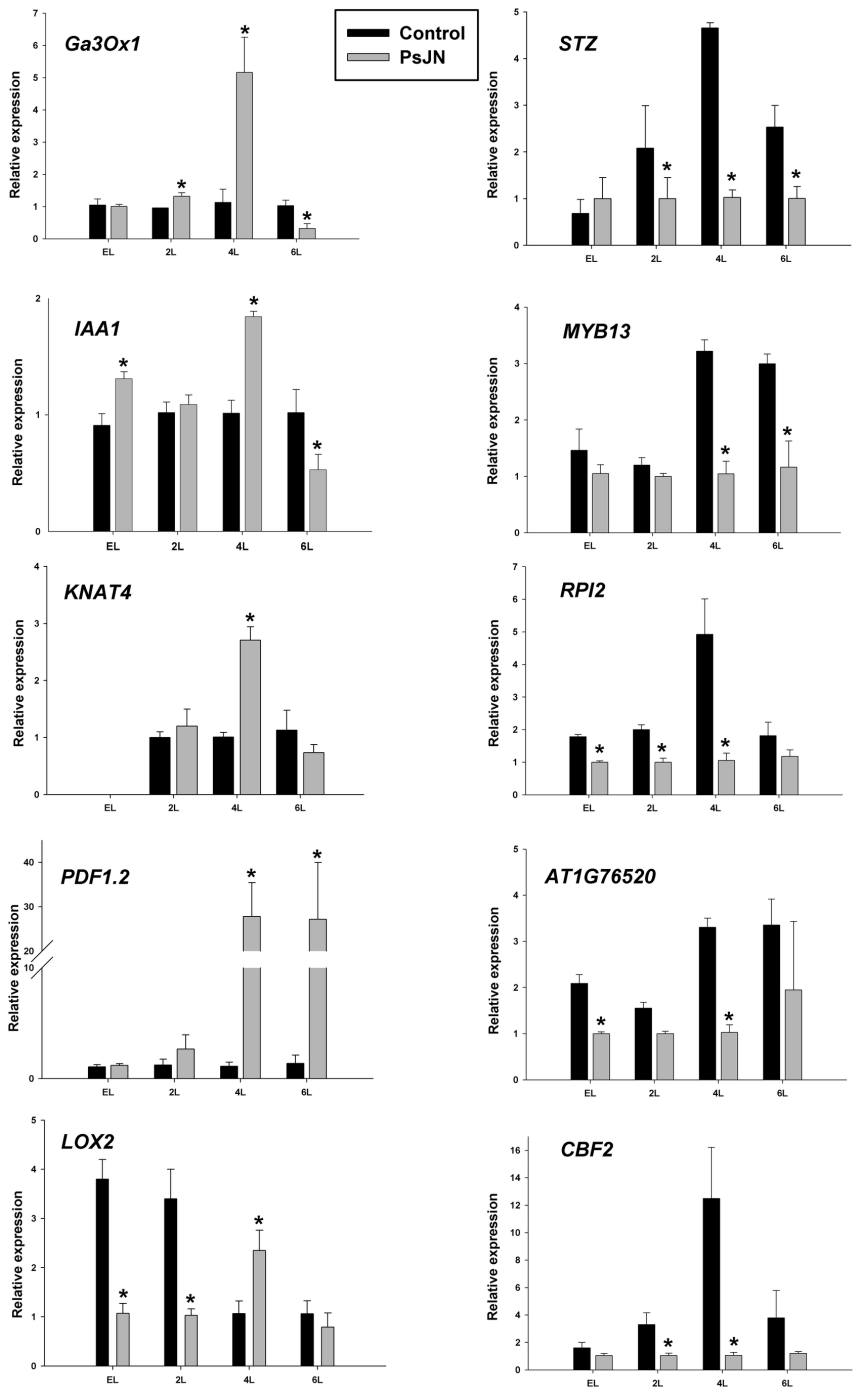
Quantitative real time PCR of selected up and down-regulated genes after inoculation of Arabidopsis with *Burkholderia* *phytofirmans* PsJN. Quantitative RT-PCR determinations of relative levels of gene expression in complete plants at 2 first leaves emerging (EL), 2 leaves expanded (2L), 4 rosette leaves (4L) or 6 rosette leaves (6L) stages. Graphics in the left side of the figure correspond to those genes that were up-regulated at 4L stage under PsJN treatment (the stage were affymetrix analyzes were performed) and in the right are those genes with down-regulation at 4L stage. Data are means ± SE. Asterisk indicates statistical significance (One way ANOVA, p<0.05).

Regarding the last developmental stage analyzed, it was found that among the up-regulated genes most of them turned to be down-regulated at 6L (Figure 4, left panel). As example, *Ga3Ox1* was up-regulated by strain PsJN treatment at 4 leaves stage, but down-regulated at the 6 leaves stage (Figure 4, left panel). Only the defense-response related gene *PDF1.2* remained up-regulated at the 6 leaves stage (Figure 4, left panel). In contrast, among the genes down-regulated at 4 leaves stage, most of them were still down-regulated at this later stage (Figure 4, right panel).

### Long-term effects of strain PsJN on *A. thaliana* plants

Most of the studies on interactions of PGPR-plants have addressed short-term effects on *in vitro* plants. To evaluate the effect of strain PsJN in middle and late plant ontogenetic stages, inoculated plantlets were transferred to a 2:1 mix of peat/vermiculite substrate at 14 DAS. The aerial zone of these plants was digitally photographed and the images were processed to compare the different treatments (Figure 5A). Figure 5B shows that rosette areas in inoculated plants were larger over most of the recorded period. However, at the end of the measurements, at 53 DAS, rosettes of all treatments reached very similar areas (Figure 5B). The growth rates of rosettes over the first 14 days on substrate were 0.21±0.02, 0.37±0.03 and 0.21±0.03 cm^2^/day for non-inoculated, inoculated and K-PsJN treatments, respectively. Thus, strain PsJN-treated plants had significantly higher growth rates compared to the other treatments (One way ANOVA, p=0.01). Nevertheless, when the same rates were compared over the following 21 days, non-significant differences were observed: 0.29±0.02; 0.19±0.03 and 0.27±0.03 cm^2^/day for control, strain PsJN and K-PsJN treatments, respectively. An analysis of covariance separate slopes model corroborated that strain PsJN had different effects on rosette growth rate, depending on the stage of the experiment (one-way ANCOVA, p<0.0001) (Figure S3). Then, strain PsJN-treated plants had higher growth rates in the first stages of growth, whereas at the end of the experiment rates tended to be similar among all treatments, to a point where the growth rates of the three treatments reached almost the same value (Figure S3). The average number of leaves per plant did not show significant differences across all treatments (Figure 5C; Two-way ANOVA, p =0.87405), although the averages of rosette leaf areas where significantly larger in the PsJN-treated plants, over most of the recorded period (Figure 5D; Two-way ANOVA, p<0.0001). Thus, to test if the accelerated growth and the larger sizes of leaves provoked by strain PsJN could be explained by cell expansion, a scanning electron microscopic examination was performed to the adaxial surface of third rosette leaves from 40 DAS plants, in a point where rosette areas and leaf sizes were still larger in inoculated plants than in the control group. It was observed that the average epidermal cell size was significantly higher (One way ANOVA, p<0.005) in plants treated with bacteria (Figure 5E): 704±69 µm and 896±52 µm in control and strain PsJN treatments, respectively. This indicates that at least at this time, strain PsJN probably stimulates cell growing and elongation, although an additional effect regarding cell division cannot be ruled out. Additionally, at 40 DAS, rhizospheric CFU/mg FW were at a level of 10^4^ (average: 3.43x10^4^ UFC/mg FW). At this time, PsJN strain was found in the internal tissues of the aerial zone of the plants at a level of 10^3^ (3.07x10^3^ UFC/mg FW average).

**Figure 5:**
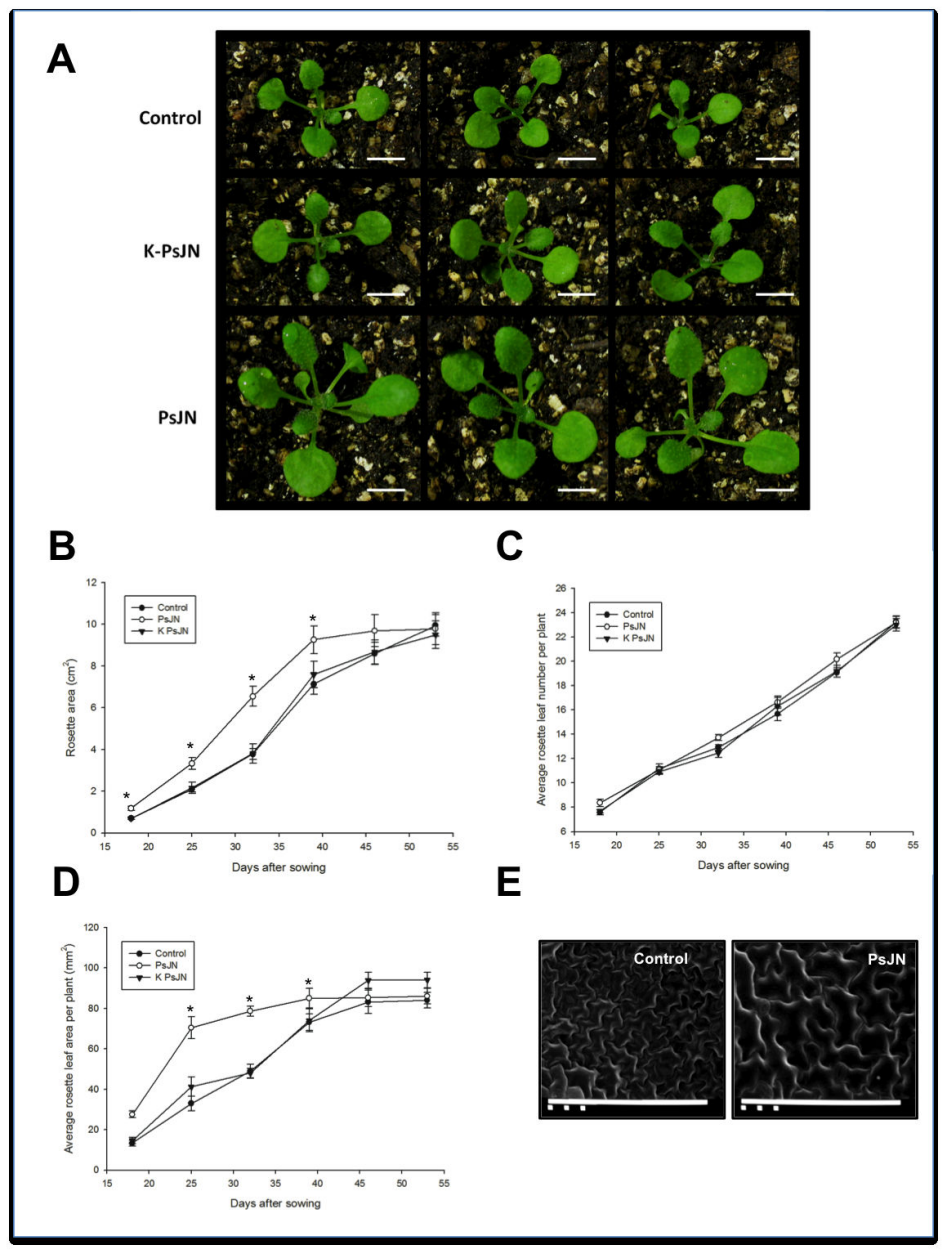
Effects of *Burkholderia phytofirmans* PsJN on aerial zone during long-term growth of *Arabidopsis thaliana* plants. A) Representative photographs of *A. thaliana* rosettes of plants exposed to the different treatments (K-PsJN represents the killed bacteria treatment) at 18 DAS, bars correspond to 0.5 cm. B–D) Graphic representation of rosette media areas (B) average rosette leaf number per plant (C) and average rosette leaf areas (D) of plants subjected to the different treatments. Media and SE were calculated with at least 12 plants per treatment, and results are representative of three independent experiments. Asterisks indicate significant differences among PsJN treatment and the two other treatments in each time (One or two-way ANOVA, p<0.05). E) Representative photographs of the adaxial surface of third rosette leaves from 40 DAS plants. Bars represent 100 µm.

Notably, flowering time was also affected in strain PsJN-treated plants, since at 60 DAS 58.3% of inoculated plants presented floral primordia, while the control and K-PsJN-treated plants presented 25 and 41.6%, respectively. A similar pattern was observed at 67 DAS and plants of all treatments presented at least one flower at 74 DAS (Figure 6A). The same pattern was observed under different photoperiod schemes (data not shown). Also, senescence was observed earlier in strain PsJN-treated plants. When the number of senescent leaves per plant was recorded at 100 and 104 DAS, live strain PsJN-treated plants presented significantly higher (One way ANOVA, p<0.005) values than the other two treatments (Figure 6B). The averaged seed number per silique did not show significant differences among all treatments (data not shown). To test if the effects that were observed later in the ontogeny of inoculated plants, like the early flowering, correlated with changes on gene expression in early ontogeny, we evaluated the expression of the key flowering regulators genes *LEAFY* (*LFY*, At5G61859) [52-54] and *APETALA1* (*AP1*, At1G69120) [55]. Interestingly, we found that in inoculated plants AP1 was up-regulated at 4L stage and that both genes were significantly up-regulated in inoculated plants at 6L stage (Figure 7).

**Figure 6:**
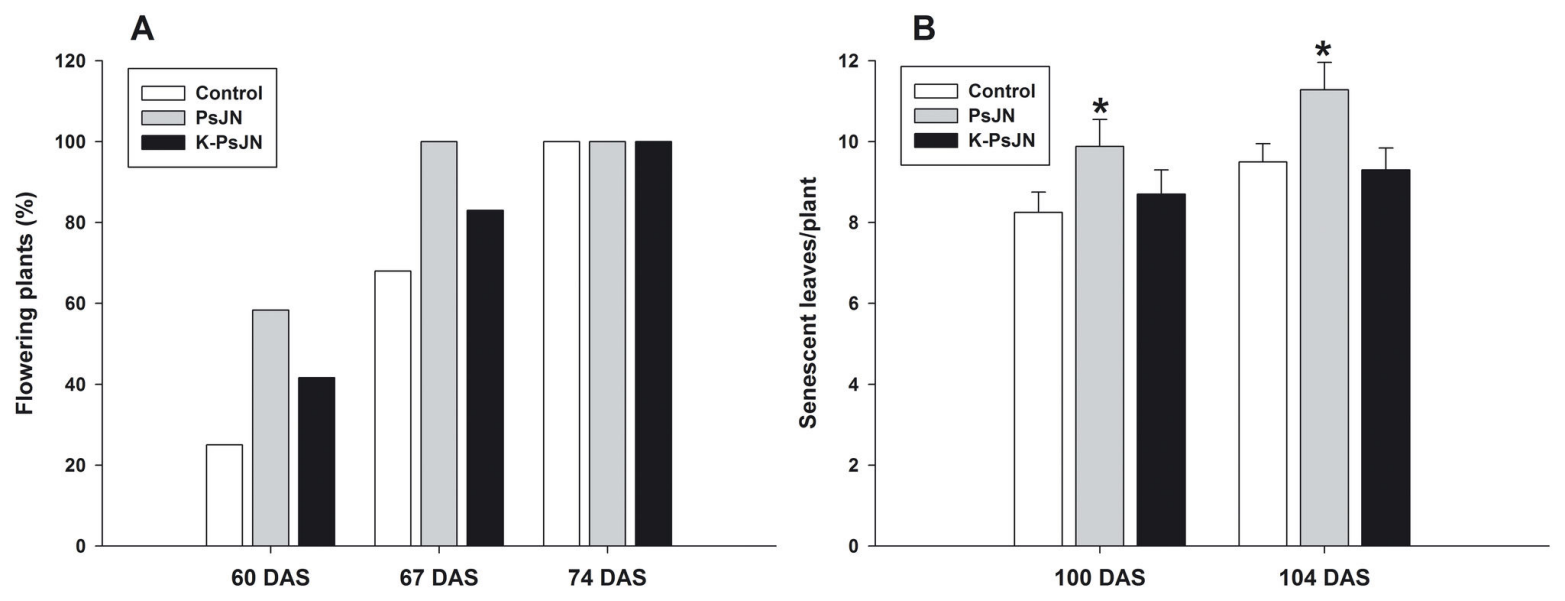
Effects of *Burkholderia* *phytofirmans* PsJN on flowering and senescence of *Arabidopsis thaliana* plants. A) Percentage of plants presenting floral primordia in the different treatments. B) Number of senescent leaves in plants of the different treatments at different days after sowing. Asterisks represent significant differences (One way ANOVA, p<0.05). Media and SE represent measurements of at least 12 plants per treatments and results are representative of three independent experiments.

**Figure 7:**
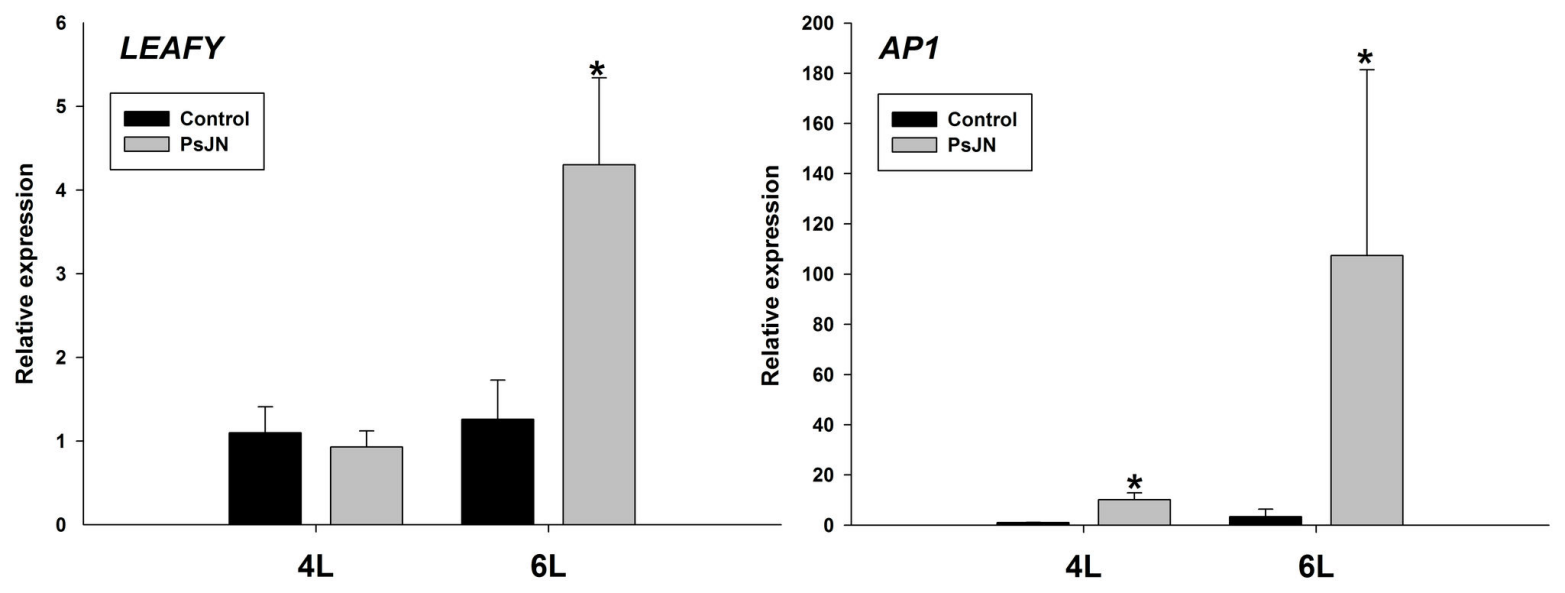
Expression of flowering key regulator genes after inoculation of Arabidopsis with *Burkholderia* *phytofirmans* PsJN. Quantitative RT-PCR determinations of relative levels of expression of *LEAFY* and *AP1* (*APETALA1*) genes in complete plants at 6 rosette leaves stage. Data are means ± SE. Asterisk indicates statistical significance (One way ANOVA, p<0.05).

## Discussion

We found that *B* *. phytofirmans* PsJN induced different positive effects on *A. thaliana* plants. A single event of inoculation during the germination phase had effects on growth parameters during the early and late stages of plant development. The first observable effects of bacteria in plants were changes in root length and a higher number and length of root hairs. Also, higher plant weight and chlorophyll content was found in these inoculated plants. Different initial bacterial concentrations were tested, inducing different levels of plant responses. Diverse effects depending on the initial concentration of PGPR have also been reported by Belimov et al. [56]. They showed that a single PGPR strain ( *Pseudomonas* *brassicacearum* Am3) produces growth-promoting, neutral, or phytopathogenic effects on a single plant cultivar (tomato), according to the inoculation dose and environmental conditions [56].

We reported that strain PsJN developed abundant both rhizospheric and endophytic populations in Arabidopsis plants, even in the aerial tissues, which has been also described for this bacterium in grapevine [35,57]. A stimulating question that arises from these observations (which is experimentally challenging), is whether the genetic or phenotypic changes found at later stages are, all or in part, due to the early contact of the plant with this bacterium, are provoked by the bacterial cells that currently thriving on plant compartments, or are explained by a mixture of both situations.

The genetic basis and signal transduction components that mediate the growth promoting effects of PGPR in plants are scarcely understood, as only a few studies have reported global transcriptional changes under PGPR colonization [11,26,28-31]. As far as we know, this is the first report of global changes in gene transcription of plants, induced by a β*-*proteobacterium.

Plant hormones play a crucial role in plant development. In this study, several genes involved in hormone pathways were detected with an altered expression level. Auxin is implicated in a variety of plant developmental processes, including lateral root development and elongation of the hypocotyls [58-60]. It has been described that fine tuning of auxin and cytokinin concentrations must be established among the root system and the aerial part of plants [61]. Therefore, it is not surprising that genes involved in homeostasis of both hormones are up and down-regulated in inoculated plants (Table S1, S2 and S3). 

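Of the cytokinin list, ARR7 (AT1G19050), a cytokinin-induced response regulator gene, was higher with PsJN than in control by a log2 difference of 1.52 (standard error 0.37, adjusted p = 0.106). None of 2 annotated members was called, and ARR7 was the 1 of 3 table-named members that was (2 higher and 1 lower of all 5 when adjusted over the list alone). In the direct comparison ARR7 was higher with PsJN than with K-PsJN by 1.09 (standard error 0.37, adjusted p = 0.237). Its call against control was lost without PsJN replicate 1 or 3 (1.04 to 1.79), and its call against K-PsJN without any 1 of the PsJN arrays or K-PsJN 2 (0.89 to 1.27).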

Interestingly, our research group has recently found that indole-3-acetic acid (auxin, IAA) mineralization produced by strain PsJN plays a key role in plant growth-promoting traits and it is necessary for efficient Arabidopsis rhizosphere colonization. Also, using a transgenic *A. thaliana* line with suppressed auxin signaling (miR393), we have found that auxin signaling in plants is necessary for the growth promotion effects produced by the strain PsJN [62], which is well correlated with the Affymetrix results reported here.

Bioactive gibberellins (GAs) are a major class of phytohormones that regulate plant growth and development, from seed germination and vegetative growth to fruit and seed set [63,64]. Among the up-regulated genes in strain PsJN-treated plants, one of particular interest is *GA3ox1* (Gibberellin 3-beta-dioxygenase, At1g15550), which is involved in the synthesis of bioactive gibberellins. *GA3ox1* is responsible for the synthesis of bioactive GAs during vegetative growth [65] and it is involved in the determination of rosette areas and flowering time [66]. We report here that *GA3ox1* is up-regulated in inoculated plants and, in agreement, these plants present bigger rosette areas and early flowering times. Experiments using *ga3ox1* mutants inoculated with strain PsJN are required to further investigate the role of this gene on the responses of Arabidopsis to strain PsJN. Here we use complete plantlets for RNA extraction; future experiments that consider the analysis of spatial expression patterns of this gene (discriminating among the different tissues of plants), and the other interesting genes found in this work whose expression depend of live strain-PsJN inoculation, are also required to properly explain the phenotypes observed in plants. For example, such studies are required in the case of genes presumably involved in strain PsJN-induced plant protection to environmental or biotic stresses [40,41,45]: overexpressed genes involved in the salicylic acid (SA) pathway, like *WRKY60* (At2G25000), *WRKY70* (At3G56400) and *WAK1* (At1G21250); and *LOX2* (At3G45140) and *PDF1.2* (At5G44420) genes involved in jasmonic acid (JA) and ethylene pathway.

Additionally, we described that when PsJN is inactivated by heat, more drastic transcriptional changes are observed. However, these changes in transcription are not able to induce observable phenotype in plants. 

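ERF5 (AT5G47230) was higher with K-PsJN by a log2 difference of 3.3 (standard error 0.37, adjusted p = 0.00301) and ERF11 (AT1G28370) by 3.02 (standard error 0.54, adjusted p = 0.015), while with PsJN they differed from control by 0.05 (standard error 0.37, adjusted p = 0.982) and -0.41 (standard error 0.54, adjusted p = 0.887). Of the heat shock list the 1 annotated member was not called with K-PsJN, and of 4 table-named members 1 was higher and 3 lower (1 higher and 3 lower when adjusted over the list alone). DREB2A (AT5G05410), a regulator of drought and heat responses, was higher by 2.59 (standard error 0.49, adjusted p = 0.0183), and HSFA2 (AT2G26150), MBF1C (AT3G24500) and the chaperone gene HSP101 (AT1G74310) were lower, at -2.56, -2.62 and -1.96. The mean of this list was 4.36 on the array of control replicate 2 and 4.79 on that of PsJN replicate 2, and 2.40 to 3.24 on the other ones. HSP101 was not called without control replicate 2 (-2.36 to -1.34). For HSFA2 the control signals were 2.59, 4.88 and 1.97, highest on control replicate 2. Its K-PsJN signals were 0.29 to 0.88, near the lowest values.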

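Some genes of rapid stress responses moved in opposite directions with live and killed bacteria. With K-PsJN, STZ was higher than in control by a log2 difference of 3.21 (standard error 0.48, adjusted p = 0.00773), RHL41 by 2.81 (standard error 0.38, adjusted p = 0.00536) and CBF2 by 3.81 (standard error 0.46, adjusted p = 0.0033). All of them were called lower with PsJN, though none of these decreases had a limma adjusted p under 0.05. CML38 (AT1G76650), a calmodulin-like gene, was lower with PsJN at -1.09 (standard error 0.72, adjusted p = 0.679) and higher with K-PsJN by 3.87 (standard error 0.72, adjusted p = 0.0175). ACD6 (AT4G14400), a gene of salicylic acid defence, went the other way, at 1.05 (standard error 0.22, adjusted p = 0.0688) with PsJN and -1.77 (standard error 0.22, adjusted p = 0.00399) with K-PsJN. In all, 30 probe sets were called lower with PsJN and higher with K-PsJN, and ACD6 alone was called higher with PsJN and lower with K-PsJN. Independent lists of the same sizes would share 5.64 such probe sets, and 20 simulations of 2 unchanged groups gave 0 to 1. Over all probe sets, which are not independent of each other, the differences from control correlated with a Pearson r of 0.418 and had a covariance of 0.0547. The shared control arrays alone, in 100 simulations of 2 unchanged groups, gave r of 0.473 to 0.524 and a mean covariance of 0.0165. The number of 31 called in opposite directions was 11, 20 and 8 without control replicate 1, 2 and 3 and 20 without K-PsJN replicate 2. The PsJN calls of CML38 (without control 1 or 3 or PsJN 3, -1.52 to -0.71) and ACD6 (without control 1 or any 1 PsJN array, 0.76 to 1.24) were lost with 1 array left out. So were those of RHL41 (without control 3) and CBF2 (without control 1 or 3, -1.77 to -0.94), and the K-PsJN call of ACD6 (without control 3, -2.06 to -1.58). The PsJN signals of CBF2 and CML38 were 0.37 to 1.12, near the lowest values, so their PsJN differences are lower bounds in size.

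**Figure D1:**
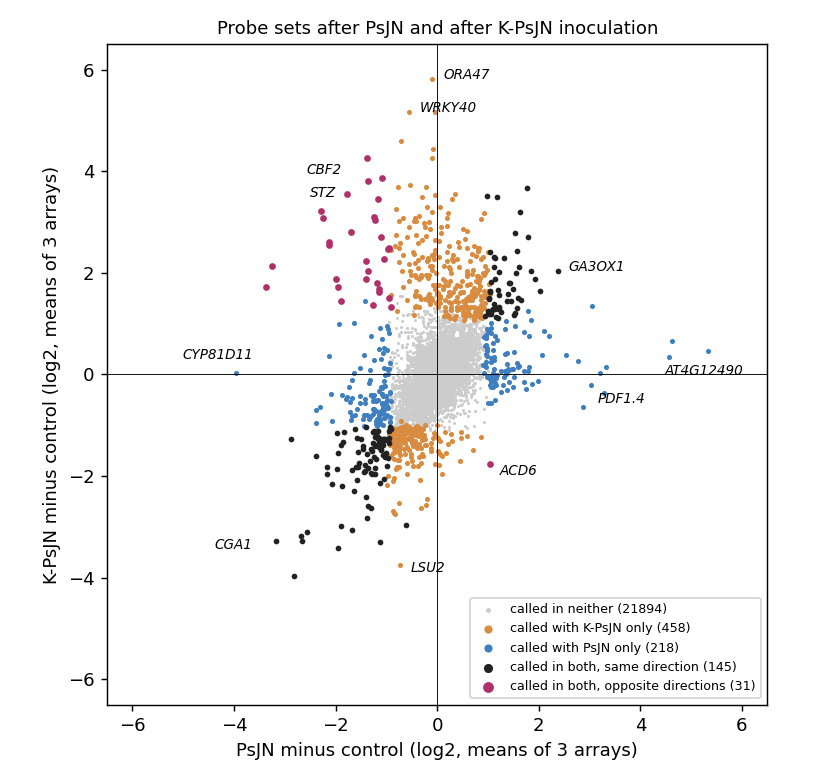
Log2 difference from control of each probe set with PsJN (horizontal axis) and with K-PsJN (vertical axis), as differences between means of 3 arrays, coloured by the calls of the rank product. The 31 probe sets called in opposite directions lie away from the diagonal, with STZ at -2.28 and 3.21.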

The transcriptional profiles of plants inoculated with both treatments were quite different and a particular group of genes that is regulated only by the live bacteria was found (see also Figure S2). This suggests that metabolically active cells are required to induce particular transcriptional changes in plants that are correlated with growth promotion. This is in agreement with studies that have reported a reduction of plant growth-promotion effects when PsJN strains, mutated in specific genetic pathways, are used to colonize [62,67,68].

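Set directly against each other, live and killed bacteria differed in both directions, also within lists of defence genes. AT4G12490 was higher with PsJN than with K-PsJN by a log2 difference of 4.88 (standard error 0.34, adjusted p = 0.000235), PDF1.4 by 3.22 (standard error 0.26, adjusted p = 0.00046), PR5 by 1.86 (standard error 0.22, adjusted p = 0.00354) and FRK1 by 1.38 (standard error 0.29, adjusted p = 0.0505). The K-PsJN signals of FRK1 were 0.75 to 0.94, near the lowest values. CYP81D11 was lower, at -3.99 (standard error 0.21, adjusted p = 6.51e-05), ORA47 at -5.91 (standard error 0.49, adjusted p = 0.000502) and WRKY40 at -5.72 (standard error 0.60, adjusted p = 0.00165), where the PsJN signals of ORA47, 0.71 to 1.2, make its difference a lower bound. Of the antimicrobial list 2 of 4 annotated members were higher with PsJN and none lower (3 higher when adjusted over the list alone; set test adjusted p = 0.00745, adjusted p = 0.226 with an estimated correlation). Of the detoxification list 2 of 6 annotated and 9 of 12 table-named members were lower (15 lower of all 18 when adjusted over the list alone). Its set test gave an adjusted p = 0.0113 at the preset correlation. With an estimated correlation of -0.05, under the preset, it gave an adjusted p = 0.176. Of the touch, cold and rapid stress list all 5 annotated and 10 of 11 table-named members were lower (15 lower of all 16 when adjusted over the list alone). Its set test gave an adjusted p = 1.14e-09 at the preset correlation, but an adjusted p = 0.176 with the estimated correlation of 0.79. Of the pattern-response list 1 of 4 annotated members was lower, and of 9 table-named members 1, FRK1, was higher and 8 lower (1 higher and 10 lower of all 13 when adjusted over the list alone; set test adjusted p = 0.176). Of the salicylic acid list 1 of 3 annotated members was lower, and of 10 table-named members 7 were higher and 2 lower (7 higher and 5 lower of all 13 when adjusted over the list alone; set test adjusted p = 0.176). Of the jasmonate list none of 3 annotated members was called, and of 8 table-named members 5 were lower and none higher (1 higher and 8 lower of all 11 when adjusted over the list alone; set test adjusted p = 0.883). The comparison called 168 probe sets higher and 273 lower with PsJN than with K-PsJN, with arrays apart for 144 and 270 of them, picked on these same arrays. Of all probe sets 15.9% had arrays apart, against 10% by chance. Among the called ones, 68 and 188 also had a limma adjusted p under 0.05. The number higher was 47, 32 and 42 without PsJN replicate 1, 2 and 3, and the number lower was 108, 114 and 166 without K-PsJN replicate 1, 2 and 3. The calls of PR5 (without PsJN 3, 1.66 to 2.08) and FRK1 (without PsJN 2 or 3, 1.0 to 1.66) were lost without single arrays. At the preset correlation, the set test of the detoxification list gave an adjusted p = 0.129 without K-PsJN replicate 2 and 0.00497 to 0.129 over all alternatives. From the differing profiles and the group of genes regulated by live bacteria alone, the paper proposes that metabolically active cells are needed for transcriptional changes linked to growth promotion. It also saw no growth promotion with K-PsJN, and it cites studies in which PsJN mutants promoted growth less.

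**Figure D2:**
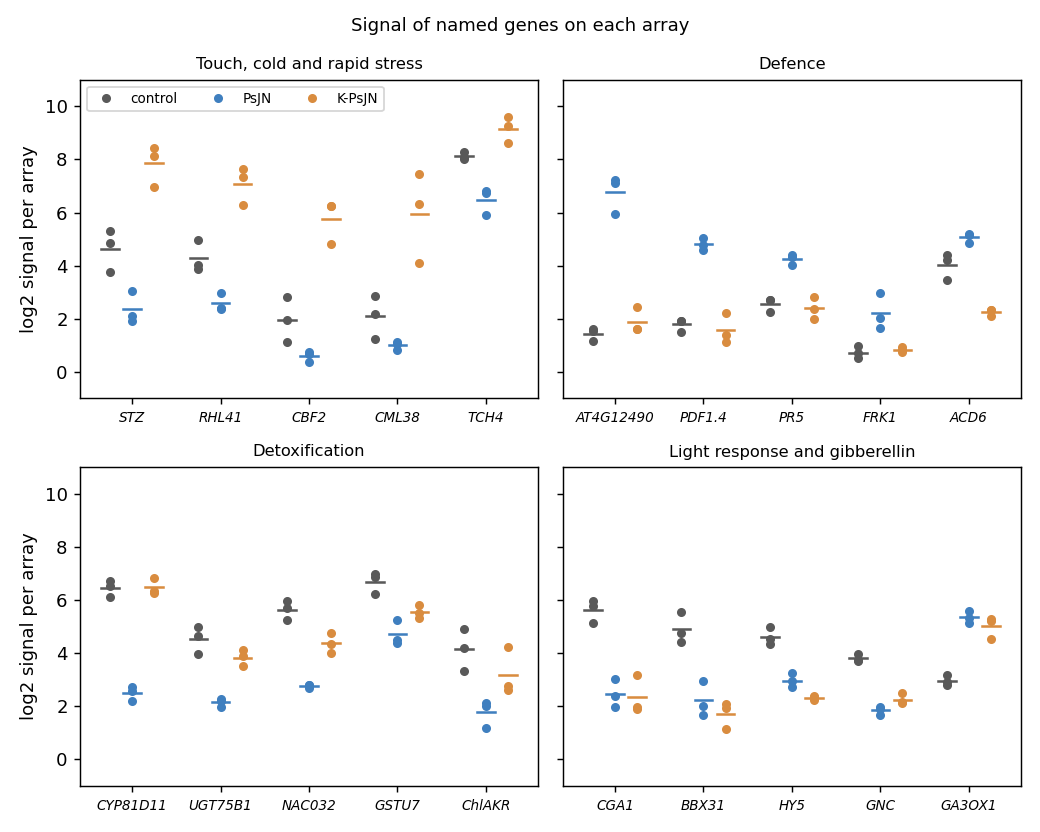
Log2 signal on each array (points, 3 per group) and group mean (bars) of named genes in control plants and plants with PsJN or K-PsJN. STZ lies higher with K-PsJN and lower with PsJN than in control, and CYP81D11 lies low with PsJN.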

Furthermore, we selected a group of genes with altered expression under PsJN inoculation and measured their relative expressions at different plant developmental stages. We found that in most cases the more drastic changes were observed at 4L stage, that in some cases changes in gene expression induced by strain PsJN were observed early in plant development (first emerging leaves stage, EL), and that, especially among the down-regulated genes, the down-regulation was observed over all the measured points.

Strain PsJN accelerates growth rate during the first half of plant development, then the growth rates level off and size converges with non-inoculated plants. We demonstrated that the larger rosette areas of inoculated plants in the first half of their life cycles are related with larger leaf areas rather than a major number of leaves. Therefore, at least under our experimental conditions, strain PsJN acts as a PGPR accelerating the growth rate rather than producing bigger plants.

The last could be related with the accelerated flowering and senescence time observed in inoculated plants. The controversial rate of living theory, a theory of aging mainly developed in animals, proposes that longevity is negatively correlated with metabolic rate [69,70]. Also in animals, studies in several taxa indicate that fast growth *per se* may have both negative and positive effects. There appears to be a link between accelerated growth and lifespan: rapid growth early in life is associated with impaired later performance and reduced longevity [71]. The faster growth observed in early stages of inoculated plants could be explained by different possible effects of bacteria, which may result in a better availability and acquisition of nutrients and/or a direct effect on plant metabolism. Ait Barka et al. [34] reported enhanced photosynthetic activity in strain PsJN inoculated grapevine plants exposed to two different temperatures, demonstrating that inoculation with strain PsJN may enhance this trait in plants. Measurements of metabolic rates in strain PsJN inoculated plants are required to elucidate if this trait may explain, at least in part, the early appearance of aging signs in inoculated plants.

To our knowledge, only one study has been reported long-term effects of a PGPR in Arabidopsis [25], i.e. that a long-term exposure to volatile compounds continually produced by the PGPR *B. subtilis* GB03 enhanced growth of this plant. In contrast with the shortened vegetative phase reported here, such a different PGPR and experimental scheme resulted in a delayed flowering in Arabidopsis [25].

Understanding the mechanisms behind PGPR-plant interactions is important to improve strategies for the use of these beneficial bacteria in agriculture. Here, we showed that a PGPR might affect the whole life cycle of a plant, accelerating its growth rate and shortening its vegetative period, both effects relevant for most crops. Also, we described that PsJN affects the expression of several genes early in Arabidopsis development, where the regulation of genes involved in auxin and gibberellins pathways may explain, at least in part the observed phenotypical changes upon inoculation. Further analyses will be useful to confirm the importance of these candidate genes in the growth promotion exerted by strain PsJN. Apparently, the strain PsJN effects on gene expression are less severe in the long term after inoculation, suggesting that early changes on gene expression could be involved in the phenotypes that are observed later in plant ontogeny. For instance, the expression of key regulator genes is up-regulated early in the development of inoculated plants and could explain the accelerated flowering time observed in the treated plants. Overall, these findings contribute to a better understanding of plants and beneficial bacteria interactions and provide novel information of the long-term effects of a PGPR on plant development, opening new avenues to study these relevant biological associations.

## Materials and Methods

### Plant growth conditions and treatments

*B* *. phytofirmans* PsJN, kindly provided by A. Sessitsch (AIT, Austria), was routinely grown in minimal saline medium [72], containing 10 mM fructose, in an orbital shaker (150 rpm) at 30°C. Cell suspensions from each inoculum were then collected and adjusted to approximately 10^8^ colony forming units per millilitre (CFU/ml), as determined by plate counting. Col-0 *A. thaliana* seeds were obtained from the ABRC. Seeds were surface sterilized with 50% sodium hypochlorite (100% commercial laundry bleach) containing 0.1% Tween 20, rinsed three times with sterile water, and kept at 4°C for 4 days to synchronize germination. Then, seeds were sown on square Petri dishes with half strength Murashige and Skoog medium (MS) 0.8% agar [73], inoculated or not with different dilutions of strain PsJN (10^2^; 10^4^ and 10^6^ CFU/ml). To assess the effect of inactivated bacteria, an inoculum was heated at 95°C for 20 min and then was used at a dilution of 10^4^ CFU/ml. Mortality was corroborated by plate counting. Plates were placed vertically in a growth chamber at 22°C with a photoperiod of 12 h of light and 12 h of dark. At day 14 after sowing (14 DAS) different growth parameters were determined in plants. For the transplanting experiment, seeds were sown and inoculated as described before, and after 14 days plantlets were transferred to individual pots with a 2:1 mix of peat/vermiculite and maintained at the same environmental conditions. Plants were watered with sterile water twice a week.

### Microscopy and image analysis

For scanning electronic microscopy analysis, leaves of the third line of the rosette [74] were fixed in cacodylate-buffer 1% (pH 7.2) and 3% glutaraldehyde for 24 h at room temperature according to Lartey et al. [75]. Subsequently, samples were dehydrated in a series of ethanol washes followed by 100% acetone. Samples were critical point-dried, sputter-coated with gold and observed under a Jeol JSM-25-SII scanning electron microscope. All images were analyzed using the ImageJ software.

### Determination of rhizospheric and endophytic bacterial colonization

For rhizoplane colonization tests, plants at 14 or 21 DAS were removed from the inoculated agar and were washed in phosphate buffer solution, with vortex agitation. The extracted liquid material was serially diluted with Dorn mineral salts medium before plating on Dorn medium plates supplemented with benzoate as the sole carbon and energy source. The colony forming units per milligram of fresh weight (CFU/mg FW) were determined after 48 h of incubation at 30°C. For endophytic colonization tests, plantlets inoculated with GFP-labeled PsJN strains were removed from the agar plates, and surface sterilized with 70% ethanol for 1 min, followed by 1% commercial chlorine bleach and a 0.01% Tween 20 solution for 1 min, and then washed three times in sterile distilled water (adapted from Compant et al. [35]). Plating the distilled water from a final wash on R2A medium routinely controlled sterility on these plants. Then, the sterilized plant material was macerated in sterile mortars and the disrupted tissue was resuspended in 1 ml of sterile 50 mM phosphate buffer to obtain an aqueous extract. CFU/mg FW were determined by serial dilutions of these extracts in R2A agar plates after 48 h of incubation at 30°C and examined under UV light using an Optical Epi-fluorescence Nikon Eclipse 50i microscope (Nikon, Japan). Confocal microscope images were obtained using Olympus FluoView 1000 confocal laser scanning (Olympus, Japan) equipped with high performance sputtered filters to examine fresh roots from inoculated plantlets with PsJN: GFP. For the analysis at 40 DAS, plants growing in pots (Phytatray 1552, Sigma-Aldrich, USA) were removed from the inoculated agar and the rhizospheric population was measured as described above. To test the presence of PsJN on aerial tissues, plants inoculated with PsJN strain were removed from the agar pots, the roots were removed and the aerial zones were sterilized to measure the colony forming units, as mentioned before.

### Plant growth measurements and statistical analysis

Fresh and dry weight of plants was determined with a Shimadzu analytical balance (Shimadzu Corporation, Japan). The chlorophyll contents were determined following a published procedure [76]. Chlorophyll was extracted from leaves of *A. thaliana* in N, N-9-dimethylformamide for 24 h at 4°C in dark, and chlorophyll a and chlorophyll b concentrations were measured simultaneously by spectrophotometry [76]. Growth of primary roots was registered using a rule. For dry weight measurements, plants for each treatment were grouped and then dried at 65°C for 24 h. The number and length of root hairs was analyzed in the same segment from the root tip with a stereo microscope (Leica S6D, Germany), considering the first portion of the root that presented root hairs over the meristematic region.

The plants in soil were photographed every seven days, starting four days after transplantation; rosette and leaf areas were calculated using the ImageJ software. Flowering plants were registered as those presenting a visible floral primordium. Senescent leaves were considered as those with at least 1/3 of their area with senescence signs.

To test for significant differences in response variables, one-way or two-way ANOVA were performed, using Kolmogorov–Smirnov and Cochran tests for normality, and Hartley and Bartlett tests for homogeneity of variances. Statistical analyses were carried out using the General Linear Models option in the statistical software package STATISTICA (version 6.0; StatSoft Inc., Tulsa, OK). When differences in the means were significant, a Tukey’s HSD test was performed [77]. A Bonferroni correction was applied to adjust significance levels for multiple comparisons. Cell and rosette area data were not normally distributed (p<0.05) and were Log_10_ transformed [77]. An ANCOVA separate slopes model test was used to analyze the effect of treatments (strain PsJN and K-PsJN) and time regarding the growth rates of rosettes. Tukey’s HSD multiple comparison test with Bonferroni correction was applied to determine which treatments were significantly different from others.

### RNA extraction, cDNA synthesis and qRT-PCR analyses

For RNA extraction, plants with the first rosette leaves visible emerging (EL; corresponding to 7 DAS under our experimental conditions), with 2 leaves expanded (2L, corresponding to 11 DAS), with 4 visible leaves (4L; LP.04 stage [49], corresponding to 13 DAS) and with 6 visible leaves (6L; LP.06 stage [49], corresponding to 19 DAS) were used; about 10 plantlets for each treatment were collected in liquid nitrogen and ground with a pestle in an Eppendorf tube. Then, RNA was obtained using the Trizol® (Invitrogen™, USA) method following the manufacturer’s instructions. For cDNA synthesis, 1 μg of total RNA treated with DNAse I (RQ1, Promega, USA) was reverse transcribed with random hexamer primers using the Improm II reverse transcriptase (Promega, USA), according to the manufacturer’s instructions. Real time (RT)-PCR was performed using the Brilliant® SYBR® Green QPCR Master Reagent Kit (Agilent Technologies, USA) and the Eco Real-Time PCR detection system (Illumina®, USA) as described by Poupin et al. [78]. The PCR mixture (15 μl) contained 2.0 μl of template cDNA (diluted 1:10) and 140 nM of each primer. Amplification was performed under the following conditions: 95°C for 10 min, followed by 40 cycles of 94°C, 30 s; 60-64°C, 30 s; and 72°C, 30 s, followed by a melting cycle from 55°C to 95°C. Relative gene expression calculations were conducted as described in the software manufacturer’s instructions: an accurate ratio between the expression of the gene of interest (GOI) and the housekeeping (HK) gene was calculated according to equation: 2-^(∆CtGOI-HK)^ [79]. Then, gene expression levels were normalized to the average value of the treatment with less expression. Expression of three housekeeping genes was analyzed for treatments *AtSAND* (AT2G28390), *PP2A* (AT1G13320) and *TIP41-like* (AT4G34270), using described PCR primer pairs [80,81]. In all cases, expression of HK genes was highly stable and similar results were obtained using them as normalization genes. Data presented here represent the normalization using *AtSAND* amplification. Primers designed in this study were designed using Primer Express v.2.0 (Applied Biosystems, USA) and confirmed with Primer-BLAST (NCBI). Sequences of all primers and their references (if applicable) are listed in Table S5. In all cases the reaction specificities were tested with melt gradient dissociation curves and electrophoresis gels (agarose 2%) of each PCR product. All experiments were performed with three to five biological and two technical replicates.

### Microarray hybridization

Three biological replicates, consisting of ten plantlets of 13 DAS each, for control and strain PsJN treatments, were used for global gene expression analysis using the GeneChip® Arabidopsis ATH1 Genome Array (Affymetrix®, USA). RNA samples were quantified and analyzed in terms of their quality by NanoDrop™ (Thermo Scientific, USA) spectrophotometer, according to the manufacturer’s instructions. RNA samples were further processed with the GeneChip 3’ IVT Express Kit aRNA amplification (Affymetrix®, USA), according to manufacturer’s directions. Single-stranded cDNA synthesis was performed with 0.5 μg of RNA of each sample, using oligo-dT-T7 Promoter Primer and the Superscript II reverse transcriptase (Invitrogen™, USA). Subsequently, double-stranded cDNA was synthesized and used as a template to generate biotinylated-targeted aRNA (cRNA), following the manufacturer’s specifications. Fifteen micrograms of the biotinylated aRNA was fragmented between 35 and 200 bases in length. The fragmented aRNA (10 μg) was hybridized on a GeneChip® Arabidopsis ATH1 Genome Array using standard procedures (45 °C for 16 h). The arrays were washed and stained in a Fluidics Station 450 (Affymetrix®, USA).

### Affymetrix data processing and analysis

The chip is composed of approximately 22.500 *A. thaliana* probe sets and was designed in collaboration with The Institute for Genome Research (TIGR). Data from the TIGR database (ATH1-121501) are available in the NetAffxTM Analysis Center. Array scanning was carried out with the GeneChip® scanner 300 and image analysis was performed using the GeneChip® Operating Software. GeneChip® arrays data were first assessed using a set of standard quality control steps described in the Affymetrix manual “GeneChip® Expression Analysis: Data Analysis Fundamentals”. Calls of all three spike-in controls BioC, BioD, and Cre were present, and their intensity values increased from BioC to Cre, as expected. Average background values ranged from 25 to 26. 

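Signs of RNA degradation were read here from the control probe sets of Arabidopsis actin, GAPDH and ubiquitin, as the log2 signal at the 5′ end minus that at the 3′ end. The mean over these transcripts differed by -0.126 between PsJN and control (two-sided exact permutation test, p = 0.7), by -0.105 between K-PsJN and control (exact, p = 0.9) and by -0.0219 between PsJN and K-PsJN (exact, p = 1). The smallest p that 3 arrays against 3 allow is 0.1, and all adjusted values over the 12 comparisons of a group pair with a transcript or their mean were 1 (Benjamini-Hochberg). For actin alone the difference lay between -4.67 and -2.13 on single arrays.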

Digestion curves displaying trends in RNA degradation between the 5’ and 3’ end in each probe set were also inspected and all behaved in a similar manner.

Array data was processed and normalized by RMA (Robust Multi-Array Average) [82] using the R package known as “affy” [83]. Pearson rank coefficients were computed on the RMA expression values (log_2_-transformed) for each set of biological replicates. 

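Pearson r between arrays of the same group, across the 22746 probe sets, lay between 0.981 and 0.993. Between arrays of different groups it lay between 0.965 and 0.988. Probe sets are not independent replicates. Among the 3774 probe sets with a mean log2 signal of at least 5, r between arrays of the same group lay between 0.932 and 0.980.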

Pearson coefficients ranged between 0.98 and 0.99. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [51] and are accessible through GEO Series accession number GSE47092. Differentially expressed genes were identified using RankProduct method [84]. 

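The paper's text does not say which of the RankProduct values is its p. The p column of Table S4 has the form of an estimated proportion of false positives, and with that reading at 0.05 the calls made here cover the lists of the tables. With the unadjusted permutation p under 0.05 instead, 1537 probe sets were higher and 1565 lower with PsJN, and 1731 higher and 1808 lower with K-PsJN. With a proportion of false positives under 0.01, 66 were higher and 92 lower with PsJN, and 175 and 91 with K-PsJN. Genes of both treatments with large differences, such as AT4G12490 and ORA47, are among those called at 0.05 with every single array left out.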

Genes with a p<0.05 were identified as differentially expressed genes between treatments and were selected for further analysis. For functional analysis, we used the VirtualPlant platform [50]. In order to determine which Gene Ontology terms were statistically overrepresented, the BioMaps tool in this platform was used with a p-value cut-off of 0.01. For those Affymetrix IDs that represents more than one loci, all loci were considered for further analyses.

## Supporting Information

Figure S1 Molecular functions affected by strain PsJN and K-PsJN treatments. Molecular functions of the up-regulated genes or down-regulated genes under the different.
(TIF)

Figure S2 Changes in gene expression in PsJN and K-PsJN-treated plants. Venn diagrams of up-regulated and down-regulated genes in complete plants of 4 rosette leaves stages under PsJN or K-PsJN treatments. The intersections show the number of genes that are.
(TIF)

Figure S3 Lineal regression between rosette area and days after sowing, under the different treatments. Data were Log_10_ transformed, and each circle or triangle represents data from one plant.
(TIF)

Table S1 Examples of up-regulated genes under PsJN treatment classified in different functional categories*.

Table S2 Examples of down-regulated genes under PsJN treatment classified in different functional categories*.

Table S3 Complete list of genes that are regulated by PsJN treatment.

Table S4 Complete list of genes that are regulated by K-PsJN treatment.

Table S5 List of real time RT-PCR primers. Melting temperature and references, if applicable, are indicated.
(DOCX)

# Supplementary material for: Effects of the Plant Growth-Promoting Bacterium Burkholderia phytofirmans PsJN throughout the Life Cycle of Arabidopsis thaliana
**Source:** PLoS One. 2013 Jul 15;8(7):e69435. doi: 10.1371/journal.pone.0069435
**Supplement:** Table S1

* Expression changes are presented as Log_2._ Genes in bold were used for quantitative RT-PCR confirmation. 

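Table S1 gives examples of genes that the paper calls up-regulated by PsJN, each with its log2 difference from control. All 57 probe sets of the table were called higher here. In plants with K-PsJN, 19 of them were also called higher, 1 was called lower and 37 were not called. In the direct comparison with K-PsJN plants, 25 were called higher with PsJN, 2 lower and 30 were not called. The study chose these genes on the same arrays, so their direction with PsJN is not independent evidence.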

Although some genes could be assigned to more than one functional classification, each gene was assigned to only one category.

# Supplementary material for: Effects of the Plant Growth-Promoting Bacterium Burkholderia phytofirmans PsJN throughout the Life Cycle of Arabidopsis thaliana
**Source:** PLoS One. 2013 Jul 15;8(7):e69435. doi: 10.1371/journal.pone.0069435
**Supplement:** Table S2

* Expression changes are presented as Log_2._ Genes in bold were used for quantitative RT-PCR confirmation. 

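Table S2 gives examples of genes that the paper calls down-regulated by PsJN. All 97 probe sets of the table were called lower here. With K-PsJN, 42 of them were also called lower, 13 were called higher and 42 were not called. In the direct comparison, 27 were called lower with PsJN than with K-PsJN, 4 higher and 66 were not called. These genes too were chosen by the study on the same arrays.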

Although some genes could be assigned to more than one functional classification, each gene was assigned to only one category.

# Supplementary material for: Effects of the Plant Growth-Promoting Bacterium Burkholderia phytofirmans PsJN throughout the Life Cycle of Arabidopsis thaliana
**Source:** PLoS One. 2013 Jul 15;8(7):e69435. doi: 10.1371/journal.pone.0069435
**Supplement:** Table S5 — Melting temperature and references, if applicable, are indicated.

| **Locus**  **(Name)** | **Primers (5-3’)** | **Tm**  **(°C)** | **Amplicon (bp)** | **Reference** |
| --- | --- | --- | --- | --- |
| AT1G06180  (AtMYB13) | F:CCGGGCTACTTCGGTGCGGA  R:TGTTGTTGCGGAGAGGTTGGCA | 61 | 298 | Designed in the present study |
| AT1G15550  (AtGA30x1) | F:CCATTCACCTCCCACACTCT  R:GCCAGTGATGGTGAAACCTT | 61 | 401 | [[1](#_ENREF_1)] |
| AT1G27730  (STZ) | F:TCGGCGACAACCACATCCGC  R:AGTGGCACCGCTTGTGTCCG | 61 | 115 | Designed in the present study |
| AT1G76520 | F:GGAAGCTCCTCTCCGGGTGCT  R:TAACGCGCAACCAAGACGCC | 61 | 156 | Designed in the present study |
| AT2G01290  (RPI2) | F:GCCTCTTCACCGCCTCAGCC  R:TCGGTCGACGGCGTGTTTGG | 61 | 174 | Designed in the present study |
| AT3G45140  (LOX2) | F:ATCAACGCTCGTGCACGCCA  R:CCGCGGGTAAGCCTTCCTGG | 64 | 142 | Designed in the present study |
| AT4G14560  (IAA1) | F:TGGAAGTCACCAATGGGCTTAACCT  R:TGCGCTTGTTGTTGCTTCTGACG | 64 | 114 | Designed in the present study |
| AT4G25470  (CBF-2) | F: AGACCATGAGCATCCGTCGTCATA  R: CGGAATCAACCTGTGCCAAGGAAA | 61 | 100 | [[2](#_ENREF_2)] |
| AT5G11060  (KNAT4) | F:CAACACGAAAACGATGGCGTTT  R:CATCTGCCACCTCTCCGCCTCC | 61 | 371 | Designed in the present study |
| AT5G44420  (PDF1.2) | F:CTTGTTCTCTTTGCTGCTTTCGAC  R:ATGCATTACTGTTTCCGCAAACC | 61 | 106 | [[3](#_ENREF_3)] |
| AT5G61850  (LEAFY) | F:AAATGCCCCACCAAGGTGACGAAC  R:ACTCGCTCCTGATTTCTTCGCGTA | 59 | 60 | [[2](#_ENREF_2)] |
| AT1G69120  (AP1) | F:CAGACCACCCATGTTGAGAAAA  R:GCACCAAATCCAGCATCCTT | 59 | 66 | [[2](#_ENREF_2)] |

Supplementary table 1:

**REFERENCES**

1. Mitchum MG, Yamaguchi S, Hanada A, Kuwahara A, Yoshioka Y, et al. (2006) Distinct and overlapping roles of two gibberellin 3-oxidases in Arabidopsis development. Plant Journal 45: 804-818.

2. Czechowski T, Bari RP, Stitt M, Scheible WR, Udvardi MK (2004) Real-time RT-PCR profiling of over 1400 Arabidopsis transcription factors: unprecedented sensitivity reveals novel root- and shoot-specific genes. Plant Journal 38: 366-379.

3. Cartieaux F, Contesto C, Gallou A, Desbrosses G, Kopka J, et al. (2008) Simultaneous interaction of Arabidopsis thaliana with Bradyrhizobium sp strain ORS278 and Pseudomonas syriugae pv. tomato DC3000 leads to complex transcriptome changes. Molecular Plant-Microbe Interactions 21: 244-259.

How the deposited data were processed for this re-analysis (not part of the article)

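RNA of whole Arabidopsis plantlets was measured on 9 ATH1 arrays: 3 of control plants, 3 of plants with live PsJN and 3 of plants with K-PsJN, the strain killed by heat. Each replicate held 10 plantlets at 13 days after sowing. All 9 arrays could be mapped to a group and a replicate from their labels. The authors normalized the arrays with RMA in affy, whose version is not stated, and the values are log2 signals per probe set. Array medians of 1.98 to 2.07 and 120 values below 0 are unusual for RMA; the variant is not known. No raw array files were used, so background and signal of single probes could not be examined, differences from signals near the lowest values are lower bounds, and the number of arrays limits the precision.

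The 64 control probe sets of the manufacturer were left out and 22746 were tested, with no filter on low signal. The main test was the rank product, the method the paper names, written anew in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1: all differences between arrays of 2 groups, the geometric mean of ranks, 100 shufflings, and calls at a proportion of false positives under 0.05 in each direction. limma 3.58.1 in R 4.3.3 was fitted to all 9 arrays with 3 groups and 6 residual degrees of freedom, and gave the log2 differences, their standard errors and p values adjusted over all probe sets by Benjamini and Hochberg. The 3 comparisons were PsJN with control, K-PsJN with control and PsJN with K-PsJN. Replicate numbers were not used as pairs in the main tests. The overlap between treatments was set against independent lists and against simulated unchanged groups that share the real control arrays. Both tests were tested on simulated data with 100 changed probe sets of each size per treatment and 200 of each size for PsJN with K-PsJN: of log2 changes of 1 the rank product found 84 to 89% and limma 85 to 90%, and of log2 changes of 2 all and at least 99%, while 26 to 34 and 15 to 24 unchanged probe sets were called. For both tests and in each comparison, these were a larger share of the calls than the threshold of 0.05.

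Probe sets were named by the array annotation, and 410 more by the paper's Tables S1 to S4. A locus count takes each locus of a probe set. The named genes are those the paper names from the arrays or by quantitative RT-PCR; the 10 higher and 10 lower called genes of each treatment with the largest log2 difference whose arrays all lie apart, 5 and 5 for the direct comparison; and up to 4 called members of each gene list, or up to 2 with the smallest limma p where none was called. For a gene with several probe sets the one with the highest mean was used. The 29 lists, with 680 genes, are: abscisic acid and drought, antimicrobial proteins, auxin response, auxin synthesis and transport, cell cycle, cell wall expansion, chlorophyll synthesis, evening clock, morning clock, cytokinin, detoxification, ethylene, flavonoid, flowering, gibberellin, guard cell markers, heat shock, iron, jasmonate, light response, microbial pattern response, phosphate starvation, photosynthesis, root hair, root markers, salicylic acid defence, senescence and low sugar, touch/cold/rapid stress, trichome markers. The groups, tests, lists, rule for named genes and alternatives were chosen before the data were examined, except 1 alternative and the tests named in the closing section; the values in the paper's Tables S1 to S4 had been seen. The 19 lists with at least 3 annotated members were tested as sets with limma's camera at a preset correlation of 0.01 and with a correlation estimated from the arrays, adjusted over the lists. The estimating setting gave a higher p also where its estimate was under the preset (detoxification, -0.05). A higher p in it therefore does not by itself show correlation between members. Ranges and counts of set tests over the alternatives are at the preset correlation. Counts "adjusted over the list alone" take rank product p values adjusted within the list.

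The alternatives were a proportion of false positives under 0.01, the unadjusted permutation p, only probe sets with a mean log2 signal of at least 5, limma in place of the rank product, limma on the 2 groups alone, the replicate number as a block, quantile normalization, a shift to a common 75th percentile, the brightest probe set per locus and leaving out each array in turn. The enrichment of GO categories, the quantitative RT-PCR data and the growth measurements were not analysed here.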

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

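The genes and patterns in this part were picked after their values had been seen, and the tests of explanations were chosen after the result was seen, except the simulation of the shared control arrays, for which the rule of reading was changed afterwards; the set tests and the differences of single genes were planned. With 10 splits of 6 arrays into 3 and 3, a share under 0.05 cannot be reached. The real split called 394 probe sets for PsJN against control and the highest other split 70; for K-PsJN against control these were 634 and 127, and for PsJN against K-PsJN 441 and 41. In each comparison 1 split, the real one, called as many.

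Of 16 named members of the touch, cold and rapid stress list, 8 were called lower with PsJN, and 12 higher and 1 (MYB13) lower with K-PsJN, each relative to control, and with an estimated correlation the set tests gave an adjusted p = 0.75 and 0.357. The list had a median PsJN minus K-PsJN difference of -2.75, and the value closest to 0 with 1 array left out was -2.47 (without K-PsJN replicate 2); for the 5 annotated members these were -2.50 and -1.71, which speaks against 1 array alone as the source. The 5′ to 3′ difference predicts at most 0.218% of the list's difference from its slope within groups plus 2 standard errors (slope -0.57, standard error 0.44), which speaks against RNA quality. A response to live against killed bacteria is a candidate explanation at the median of -2.75, but these genes react to handling within minutes, and whether the groups were handled or harvested alike is in no source, so the 2 cannot be told apart. The direct differences PsJN minus K-PsJN were -5.49 (standard error 0.48, adjusted p = 0.000628) for STZ, -4.51 (standard error 0.38, adjusted p = 0.000522) for RHL41, -5.17 (standard error 0.46, adjusted p = 0.000628) for CBF2 and -4.96 (standard error 0.72, adjusted p = 0.0104) for CML38, lower bounds for CBF2 and CML38, whose PsJN signals of 0.37 to 1.12 were under the array medians.

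Of 12 named light-response members, 11 of them table-named, 8 were called lower with PsJN, and 10 lower and 2 higher with K-PsJN, with CGA1 at -3.18 and -3.29. Chance values of the 3 shared control arrays gave at most 10 probe sets lower in both among 20 simulations with independent noise, against 92 observed, and a covariance of log2 differences of at most 0.0175 against 0.0547, which speaks against them as the source of the shared lower calls as a whole, although 10 is not under 10% of 92, the bound set beforehand. The observed r of 0.418 did not exceed the simulated 0.473 to 0.524. The 92 became 16, 17 and 29 without control replicate 1, 2 and 3. Harvest of the control plantlets at another time of day would move morning and evening clock genes in opposite directions. The median of 4 named morning genes was -0.93 with K-PsJN and -0.69 with PsJN. As 3 of these are table-named, the medians are not independent evidence. The 1 annotated morning gene was at -0.57 and -0.50, not called. The 1 named evening gene, GI, was at -0.75 with K-PsJN and -4.05e-05 with PsJN. When adjusted over the list alone, all 4 morning genes were lower with both. For GI, the 1 named gene of its list, that adjustment changes nothing. Its unadjusted rank product p for a lower signal with K-PsJN was under 0.05. With so few clock genes named, an effect of harvest time and an effect of bacteria that does not need live cells cannot be told apart.

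Other results stood out because the treatments differed or because the paper does not discuss the gene. The number of probe sets called in opposite directions with PsJN and K-PsJN was 31. ACD6 was higher with PsJN than with K-PsJN by 2.82 (standard error 0.22, adjusted p = 0.000431). AT4G12490 was higher with PsJN than in control by 5.34. CYP81D11 was lower with PsJN than in control, at -3.96. ORA47, WRKY40 and LSU2 differed between K-PsJN and control by 5.82 (a lower bound), 5.17 and -3.75.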

How the results depend on the processing

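All alternatives were planned except leaving out the replicate 2 arrays of control and PsJN together, which was chosen after their high heat shock genes were seen and gave 36 higher and 62 lower with PsJN. The counts are given as higher and lower, for PsJN against control, K-PsJN against control and PsJN against K-PsJN in this order. With the permutation p under 0.05 they were 1537 and 1565, 1731 and 1808, 1556 and 1463; with a proportion of false positives under 0.01 they were 66 and 92, 175 and 91, 65 and 147; both follow from the threshold. Without probe sets of mean log2 under 5, which leaves 3774, they were 30 and 64, 72 and 63, 30 and 63. limma on all 9 arrays gave 145 lower with PsJN and 504 lower with K-PsJN, and limma on the 2 groups only gave 44 and 106 for PsJN against K-PsJN; the cause was not tested. Quantile normalization, the 75th percentile shift and the brightest probe set per locus gave counts within 1.5 times the reported ones.

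With 1 array left out the counts ranged from 30 to 132 higher and 60 to 294 lower with PsJN, 135 to 305 and 60 to 287 with K-PsJN, and 32 to 174 and 108 to 252 for PsJN against K-PsJN; the cause was not tested. The number called in both ranged from 7 to 58 higher, 16 to 121 lower and 8 to 30 in opposite directions, r of the differences from 0.348 to 0.510 and their covariance from 0.0453 to 0.0780. Without dim probe sets 15 were higher in both, 16 lower in both and 6 opposite, r was 0.500 and the covariance 0.0855, and replicate r ranged from 0.932 to 0.980; limma gave 12 opposite.

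The residuals of control and PsJN arrays with the same number correlated at 0.27, 0.07 and 0.31, those of control and K-PsJN at -0.09, -0.16 and -0.09 and those of PsJN and K-PsJN at 0.07, 0.02 and -0.03, so the numbers do not pair the arrays throughout. With the replicate block, limma gave 60 higher and 108 lower with PsJN and 88 higher for PsJN against K-PsJN, and the rank product over pairs gave 172 and 264, 335 and 203, 136 and 272.

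Of 2095 values of named genes under alternatives, 1866 kept their side of the threshold, 44 moved past it, 185 no longer passed (163 of them with 1 array left out) and 0 reversed. The set tests with an estimated correlation are not among the values of gene lists counted next. In the main setting none of them had an adjusted p under 0.05, and the smallest was 0.0552 (detoxification, PsJN against control). Of 573 values of gene lists at the preset correlation 556 kept their side, 6 moved past it, 11 no longer passed and 0 reversed. Those moving past it were the flowering list for PsJN against K-PsJN with limma on the 2 groups only and, without K-PsJN replicate 3, the pattern-response and salicylic acid lists for K-PsJN against control and these and the senescence list for PsJN against K-PsJN. No background signal per probe was used, and 3774 of 22746 probe sets have a mean log2 signal of at least 5.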

Differences from the paper's values

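In the main setting no value compared differed from the paper's by the limits used. Under some alternatives counts did, such as 66 loci lower with PsJN without control replicate 1, against the paper's 249. The paper's counts of genes are 159 and 249 with PsJN and 364 and 282 with K-PsJN, and those computed here are 162, 249, 367 and 282. The 105 genes that the paper gives as not regulated by K-PsJN compare with 108 loci not called higher and 107 called in neither direction. The threshold is that of the paper, read as a proportion of false positives.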

Other observations

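No tests were added in this part. Ranges in parentheses are those of the log2 difference with 1 array left out. With killed bacteria, some hormone and nutrient genes changed that have not been described above. Of the auxin-response list none of 8 annotated members was called with K-PsJN, and of 6 table-named members 2 were higher and 1 lower (3 higher and 1 lower of all 14 when adjusted over the list alone). DFL1 (AT5G54510), which conjugates auxin, was higher by a log2 difference of 1.63 (standard error 0.28, adjusted p = 0.0137), and IAA12 (AT1G04550), an auxin-response repressor gene, lower, at -1.09 (standard error 0.17, adjusted p = 0.00923). Of the cytokinin list CRF2 (AT4G23750) was lower, at -1.25 (standard error 0.24, adjusted p = 0.022) and ARR6 (AT5G62920) at -1.14 (standard error 0.40, adjusted p = 0.164), 2 of 3 table-named members, and none of 2 annotated ones was called (2 lower of all 5 when adjusted over the list alone). Of the salicylic acid list none of 3 annotated members was called (median 1.48; set test adjusted p = 0.116, 0.00458 without K-PsJN replicate 3), and 3 of 10 table-named members were higher and 1 lower (6 higher and 1 lower of all 13 when adjusted over the list alone), with NPR3 (AT5G45110) at 1.4 (standard error 0.22, adjusted p = 0.00927). Of the iron list 1 of 4 annotated members, BHLH101 (AT5G04150), was higher, by 2.13 (standard error 0.77, adjusted p = 0.184), as were 2 of 8 table-named ones, and none was called lower (4 higher and 5 lower of all 12 when adjusted over the list alone; set test adjusted p = 0.995). Of the phosphate list 2 of 3 table-named members were higher and PAP17 (AT3G17790) was lower, at -1.13 (standard error 0.40, adjusted p = 0.176), the same when adjusted over the list alone. The calls of DFL1 (without any 1 K-PsJN array; 1.54 to 1.75), IAA12 (any 1 control array or K-PsJN 1 or 2; -1.27 to -0.96), CRF2 (any 1 control array; -1.39 to -1.12), ARR6 (any 1 control array or K-PsJN 1 or 2; -1.50 to -0.83), NPR3 (control 1 or any 1 K-PsJN array; 1.17 to 1.69), BHLH101 (K-PsJN 3; 1.17 to 2.79) and PAP17 (any 1 control array or K-PsJN 1 or 2; -1.49 to -0.82) were lost without single arrays.

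Of the morning clock list the 1 annotated member was not called and 1 of 3 table-named members with PsJN and 2 with K-PsJN were lower, while all 4 were lower with both when adjusted over the list alone (medians -0.69 and -0.93); RVE1 (AT5G17300) was lower with PsJN at -1.43 (standard error 0.32, adjusted p = 0.0806), and CCA1 (AT2G46830) and RVE8 (AT3G09600) were lower with K-PsJN at -1.28 (standard error 0.29, adjusted p = 0.0395) and -2.04 (standard error 0.64, adjusted p = 0.123). The 1 evening clock gene, GI, was not called with either treatment. With K-PsJN it was at -0.75, with an unadjusted rank product p under 0.05, as adjustment over a list of 1 gene changes nothing. TRY (AT5G53200), the 1 named trichome marker and a repressor of trichome formation, was lower with PsJN at -1.3 (standard error 0.41, adjusted p = 0.227) and with K-PsJN at -1.94 (standard error 0.41, adjusted p = 0.031). Of the root markers the peroxidase gene AT5G66390, 1 of 5 annotated members, was lower with PsJN at -1.01 (standard error 0.50, adjusted p = 0.519) (set test adjusted p = 0.445), and SCR (AT3G54220), which patterns the root, was lower with K-PsJN at -1.15 (standard error 0.18, adjusted p = 0.00838); when adjusted over the list alone 1 of all 6 was higher and 3 lower with PsJN, and 4 lower with K-PsJN. Of the flowering list SMZ (AT3G54990) was lower with K-PsJN at -1.16 (standard error 0.21, adjusted p = 0.0153), 1 of 4 annotated members, as was the 1 table-named member (2 lower of all 5 when adjusted over the list alone). Of the cell wall list XTH16 (AT3G23730), 1 of 7 annotated members, was lower with K-PsJN at -1.32 (standard error 0.20, adjusted p = 0.00811), and XTH31 (AT3G44990), the 1 table-named member, was higher by 1.67 (standard error 0.30, adjusted p = 0.0156) (3 higher and 2 lower of all 8 when adjusted over the list alone). The calls of RVE1 (without control 1; -1.62 to -1.26), CCA1 (any 1 control array or K-PsJN 2; -1.55 to -1.04), RVE8 (control 2; -2.53 to -1.22), TRY (with PsJN any 1 control array or PsJN 2 or 3, -1.81 to -0.95; with K-PsJN control 1, -2.18 to -1.58), AT5G66390 (any 1 control array or PsJN 2; -1.2 to -0.67), SCR (any 1 control array or K-PsJN 2; -1.3 to -0.99), SMZ (any 1 control array or K-PsJN 1; -1.37 to -1.0), XTH16 (any 1 control array; -1.46 to -1.15) and XTH31 (K-PsJN 1 or 3; 1.48 to 1.81) were lost without single arrays. The rank product called no member, with either treatment, of photosynthesis (4 annotated, medians 0.15 and 0.15 with PsJN and K-PsJN), chlorophyll synthesis (2, 0.18 and 0.53), flavonoid (3, -0.12 and 0.16), root hair (3, 0.30 and 0.12), guard cell (3, 0.20 and -0.20) and cell cycle genes (1, 0.17 and 0.06). When adjusted over the list alone, 1 chlorophyll synthesis gene was higher with K-PsJN and no gene of the other lists was called.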
